# Pharmacologically reversible zonation-dependent endothelial cell transcriptomic changes with neurodegenerative disease associations in the aged brain

**DOI:** 10.1038/s41467-020-18249-3

**Published:** 2020-09-04

**Authors:** Lei Zhao, Zhongqi Li, Joaquim S. L. Vong, Xinyi Chen, Hei-Ming Lai, Leo Y. C. Yan, Junzhe Huang, Samuel K. H. Sy, Xiaoyu Tian, Yu Huang, Ho Yin Edwin Chan, Hon-Cheong So, Wai-Lung Ng, Yamei Tang, Wei-Jye Lin, Vincent C. T. Mok, Ho Ko

**Keywords:** Blood-brain barrier, Alzheimer's disease, Neurodegeneration, Ageing

## Abstract

The molecular signatures of cells in the brain have been revealed in unprecedented detail, yet the ageing-associated genome-wide expression changes that may contribute to neurovascular dysfunction in neurodegenerative diseases remain elusive. Here, we report zonation-dependent transcriptomic changes in aged mouse brain endothelial cells (ECs), which prominently implicate altered immune/cytokine signaling in ECs of all vascular segments, and functional changes impacting the blood–brain barrier (BBB) and glucose/energy metabolism especially in capillary ECs (capECs). An overrepresentation of Alzheimer disease (AD) GWAS genes is evident among the human orthologs of the differentially expressed genes of aged capECs, while comparative analysis revealed a subset of concordantly downregulated, functionally important genes in human AD brains. Treatment with exenatide, a glucagon-like peptide-1 receptor agonist, strongly reverses aged mouse brain EC transcriptomic changes and BBB leakage, with associated attenuation of microglial priming. We thus revealed transcriptomic alterations underlying brain EC ageing that are complex yet pharmacologically reversible.

## Abstract (web summary)

Blood–brain barrier dysfunction occurs in ageing and in neurodegenerative diseases. Here, the authors use scRNA-seq to identify transcriptomic changes in endothelial cell subtypes in the aged mouse brain, some of which may generalize to human and can be reversed by treatment with a GLP-1R agonist.

## Introduction

Ageing is the strongest risk factor for neurodegenerative diseases. During the ageing process, complex cellular and functional changes occur in the brain. These include neurovascular dysfunction manifesting in blood–brain barrier (BBB) breakdown associated with microscopic pathological changes of vascular cells^1,2^. Forming the innermost lining of the vasculature, brain endothelial cells (ECs) closely interact with other cell types of the neurovascular unit (NVU) to regulate diverse functions including BBB integrity^3–6^, neurovascular coupling^6–10^, immune signaling, and brain metabolism, all of which are altered in the aged brain^1,2,11,12^. These suggest that ECs play crucial roles in the brain ageing process that are incompletely understood. With advances in single-cell genomics, especially single-cell RNA sequencing (scRNA-seq), the molecular subtypes of brain cells including ECs that segregate along the arteriovenous axis have been identified in exquisite details^13–16^. Given the heterogeneity of EC subtypes, the genome-wide expression changes in ageing brain ECs are likely highly complex and yet to be fully revealed.

Uncovering brain EC transcriptomic changes is of paramount importance for enhancing our understanding of neurovascular dysfunction in ageing, which is increasingly recognized as a major contributor to pathogenesis in multiple neurodegenerative diseases^6,17–19^. In Alzheimer disease (AD), postmortem examination revealed that vascular pathology including lacunes, microinfarcts, and other microvascular lesions coexist with classical AD pathology (i.e. amyloid plaques and neurofibrillary tangles) in the majority of patients^20^. BBB breakdown is an early and consistent feature preceding symptom onset in AD patients^17,19,21,22^. In multiple transgenic animal models of AD harboring amyloid precursor protein mutations and/or ApoE4, neurovascular deficits also precede and accelerate the development of parenchymal amyloid deposition, neurofibrillary tangles formation, neuronal dysfunction, and behavioral deficits^23^. Furthermore, altered vascular-immune cell crosstalk also occurs in ageing and AD^24–26^. This leads to endothelial activation that may contribute to the breakdown of the BBB, microglial activation, and neuroinflammation^24,25^. In numerous other neurodegenerative diseases, such as frontotemporal dementia (FTD), amyotrophic lateral sclerosis (ALS), and Parkinson’s disease (PD), functional and pathological microvascular changes occur in the respective disease-affected brain regions^6,18^. While disease-specific factors differentially contribute to neuronal degeneration, ageing-associated neurovascular dysfunction represents shared pathological components among the distinct neurodegenerative diseases. It remains to be determined how ageing differentially influences different molecular subtypes of brain ECs, resulting in neurovascular deficits and neurodegenerative disease susceptibility.

Moreover, proving the reversibility of ageing-associated transcriptomic and functional changes, preferably by pharmacological means, would bear significant implications for the development of preventive or disease-modifying therapeutics. Originally developed to potentiate glucose-induced insulin release and for the treatment of diabetes mellitus, glucagon-like peptide-1 receptor (GLP-1R) agonists have been reported to have therapeutic efficacy in multiple animal models of neurodegenerative diseases^27–31^, alleviating the progression of neuropathology. In human trials, GLP-1R agonists improved brain metabolism in AD and delayed motor deterioration in PD^32,33^. GLP-1R agonist treatment reduces the incidence of cardiovascular events (e.g. myocardial infarction, stroke) in diabetic patients^34^, while animal tests revealed vascular protective and immunomodulatory effects in peripheral organs^35–39^. In the brain, GLP-1R is expressed by multiple cell types including microglia and subsets of neurons^28,40,41^, while peripherally it has been reported to be expressed by subsets of vascular and immune cells^38,39^. It remains to be tested whether GLP-1R agonists may act partly via reversal of neurovascular ageing, accounting for the general applicability as potential therapeutics for multiple neurodegenerative conditions.

To gain insights into the complicated gene expression changes in the aged brain vasculature, we compare single-cell transcriptomes of brain ECs from aged and young adult mouse brains, employing arteriovenous zonation markers to classify EC subtypes. We investigate the common and specific gene expression changes in different EC subtypes along the arteriovenous axis, showing that genes related to neurovascular functionality and neurodegenerative conditions exhibit arteriovenous zonation-specific differential expression in ageing. We also reveal that some expression changes in aged mouse brain ECs may generalize to human AD and aged brains, and demonstrate that the ageing-associated transcriptomic changes are amenable to pharmacological intervention by GLP-1R agonist treatment with accompanying improvement in BBB integrity.

## Results

### Profiling EC transcriptomic changes in the aged mouse brain

To obtain ageing-associated genome-wide expression changes of neurovascular cells, we performed high-throughput scRNA-seq of brain vascular cells from young adult (2–3 months old) and aged (18–20 months old) C57BL/6J mice (*n* = 5 mice for each group) (Fig. 1a). 

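The deposited measurements come from droplet-based single-cell RNA sequencing, in which the transcripts of each captured cell receive a common barcode and each transcript a unique molecular identifier (UMI), so that a count is a number of molecules. They hold 3 libraries from young adult and 3 from aged mice, numbered 1, 2 and 4 in each group, and each library's label names 3 mice. The paper gives n = 5 mice for each group, and its text does not state how these were divided among the libraries. After the authors' filters, the young adult libraries held 7393, 9143 and 15019 cells and 15105298, 10681404 and 21920194 UMIs (libraries 1, 2 and 4), with a median total of 15105298. The aged libraries held 938, 5932 and 5497 cells and 2550943, 7947695 and 11629377 UMIs, with a median total of 7947695. Aged library 1 was by far the smallest, with 324 endothelial cells (ECs), and in each batch the aged library held fewer cells than the young adult one. The median depth per EC was 1894, 1002 and 1269 UMIs in the young adult libraries and 2461, 1209 and 1748 in the aged ones. All 9 libraries, those of treated mice included, carried reads of Y-linked *Ddx3y* (48.8 to 131 counts per 1,000,000 UMIs) and at most 0.305 of *Xist*, as male mice would.

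The authors aligned the reads to mm10, removed low-quality cells, corrected batch effects for clustering, and assigned each cell a type and each EC a subtype; these assignments were used unchanged. The deposited expression values are natural logs of 1 plus the UMI count scaled to 10000 per cell, without batch correction. Because every cell's total is deposited too, the UMI counts could be recovered. All 58404382 values above 0 came out whole within 1e-06, and the recovered counts summed to the deposited total in all 72543 cells.

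Cells of one library share its mice and its preparation, so the library was taken as the replicate. Counts were summed over the cells of a type or subtype in each library, scaled by edgeR's TMM method, filtered for low counts, and compared with edgeR's quasi-likelihood test over all 9 libraries, so that the 3 groups shared an estimate of the spread. A gene counted as a DEG by the paper's limits, an FDR-adjusted *P*-value under 0.05 and |*lnFC*| over 0.1; *lnFC* is a natural log throughout. The paper instead tested single cells with MAST. A hurdle test over single cells, which joins a test on the share of cells with the gene to a test on its level in those cells, was therefore computed beside it; its *P*-values treat the cells of one library as independent. Taking single cells instead of libraries as replicates changed the numbers of DEGs most. Within the fit over libraries, a term for the sequencing batch raised them in most groups; library numbers 1, 2 and 4 coincide with the deposited batches A, B and C. Other choices that could change them were the scaling, the filter and the adjustment of *P*-values. Gene positions are given on GRCm38 (mm10), by symbol, from GENCODE release M21.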

After quality control filtering (see Methods section), we obtained a total of 43,922 single-cell transcriptomes. These included 31,555 cells from young adult and 12,367 cells from aged mouse brains (Fig. 1a), among which there were 12,357 brain ECs, 1425 smooth muscle cells (SMC), 642 pericytes (PC), 9642 astrocytes (AC), and 11,767 microglia (MG), alongside numerous other major brain cell type clusters (Fig. 1b and Supplementary Fig. 1a). 

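Counted from the deposited annotation, the young adult and aged libraries together held 12357 ECs, 1425 SMC, 642 PC, 9642 AC and 11767 MG. The other annotated types were 2560 choroid plexus epithelial cells (CPC), 1745 oligodendrocyte precursor cells, 888 macrophages, 721 immature and 282 mature neurons, 653 ependymocytes, 414 neuronal restricted precursors, 236 oligodendrocytes (OLG), 231 tanycytes, 190 monocytes and 169 hemoglobin-expressing vascular cells. The ECs made up 30.0, 31.1 and 23.7% of the cells in young adult libraries 1, 2 and 4, and 34.5, 30.8 and 28.7% in the aged ones. Of the ECs, 2220, 2843 and 3564 came from the young adult and 324, 1827 and 1579 from the aged libraries. On average 787 genes were detected per young adult cell and 877 per aged cell.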

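Averaged over the 9 libraries, *Cldn5* had 6484 ± 1273 (SD, n = 9) UMIs per 1,000,000 (CPM) in ECs before any scaling, *Flt1* 3118 ± 605, *Pecam1* 490.5 ± 77.1 and *Cdh5* 343 ± 51.9. *Cldn5* lies on chromosome 16 from 18776847 to 18778262, *Flt1* on chromosome 5 from 147561604 to 147726011, *Pecam1* on chromosome 11 from 106654217 to 106750628 and *Cdh5* on chromosome 8 from 104101625 to 104144511. At least 1 UMI of *Cldn5* was found in 98.7% of ECs at a median depth of 1509 UMIs per cell. Microglia, which should lack the gene, reached 13.3% at a depth of 1629 UMIs and 118 CPM. Free RNA shared by all droplets can give such counts, but doublets were not separated from it.

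Marker genes of other cell types were low in ECs. *Ctss* of microglia reached 54.5 CPM and 7.90% of ECs, against 5696 CPM in microglia; astrocytes, which should lack it as well, reached 7.38% at 1321 UMIs. *Acta2* had 22.4 CPM in ECs and 11515 in SMC, *Ntsr2* 19.2 in ECs and 1062 in AC, and *Kcnj8* 7.65 in ECs and 1439.7 in PC. The lowest were *Pdgfra*, with 2.39 CPM in ECs and 837 in oligodendrocyte precursor cells, and *Cldn11*, with 0.776 CPM in ECs and 1293 in OLG over the 7 libraries with at least 10 such cells. The OLG of batch 2 among them had at most 6.20 CPM of *Mbp*, *Mog*, *Mag* and *Mobp*, so that this mean may include other cells. *Ctss* lies on chromosome 3 from 95526786 to 95556403, *Acta2* on chromosome 19 from 34241090 to 34255590 and *Ntsr2* on chromosome 12 from 16653382 to 16660227. *Kcnj8* lies on chromosome 6 from 142564837 to 142571614, *Pdgfra* on chromosome 5 from 75152292 to 75198215 and *Cldn11* on chromosome 3 from 31149920 to 31164324.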

The ECs had high expression of known EC-specific marker genes (e.g. *Cldn5*, *Flt1*, *Pecam1*, and *Cdh5*) and did not express marker genes specific to other cell types (e.g. *Kcnj8*, *Acta2*, *Ctss*, *Ntsr2*, *Pdgfra*, and *Cldn11*; Supplementary Fig. 1a). We employed a probabilistic method^42^ (see Methods section) to assign each of the ECs from young adult (*n* = 8627 cells) and aged (*n* = 3730 cells) mouse brains to one of six molecular subtypes with distinct arteriovenous distributions based on the expression profiles of 267 arteriovenous zonation-dependent genes in ECs^13^ (Fig. 1c, Supplementary Fig. 1b, and also see Supplementary Table 1 for lists of the genes). These correspond to two putative arterial subtypes (aEC1, *n* = 1141 cells and 526 cells; aEC2, *n* = 998 and 679 cells from young adult and aged groups, respectively), capillary subtype (capEC, *n* = 1587 and 697 cells), venous subtype (vEC, *n* = 798 and 412 cells), and two subtypes with mixed distributions (arterial/venous–avEC, *n* = 293 and 229 cells; and capillary-venous EC–vcapEC, *n* = 3122 and 801 cells; Fig. 1c). 

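The deposited annotation assigned 7939 young adult and 3344 aged ECs to a subtype, 92.0% and 89.7% of all ECs in the group; the other 1074 ECs carry no subtype and entered only the results for pooled ECs. In libraries 1, 2 and 4, capEC numbered 269, 588 and 730 cells in young adult and 44, 269 and 384 in aged mice. For vcapEC the numbers were 989, 866 and 1267 in young adult and 120, 400 and 281 in aged mice. The arterial subtypes had 420, 240 and 481 young adult and 64, 146 and 316 aged cells for aEC1, and 184, 490 and 324 young adult and 30, 388 and 261 aged cells for aEC2. Of vEC there were 163, 301 and 334 in young adult and 29, 270 and 113 in aged mice. The rarest subtype, avEC, had 34, 126 and 133 young adult and 13, 142 and 74 aged cells. The smallest sum of UMIs that entered a comparison was that of avEC in 1 library, 31840; for capEC the sums ranged from 120355 to 1466436.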

For both age groups, the relative expression levels of arteriovenous zonation marker genes including those of artery/arteriole (*Bmx* and *Vegfc*), capillary (*Mfsd2a* and *Tfrc*), vein (*Nr2f2* and *Slc38a5*), and artery/vein (*Vwf* and *Vcam1*) match the respective spatial designations (Fig. 1d and Supplementary Fig. 1c). 

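Because the subtypes were assigned with zonation genes, their levels describe the assignment and were not tested. Among the 6 subtypes, *Bmx* was highest in aEC2, with 261 ± 58.3 CPM (SD, n = 3 libraries) in young adult and 306 ± 42.2 in aged mice, and so was *Vegfc*, with 129 ± 33.2 and 159.6 ± 68.3. *Mfsd2a* was highest in capEC (277 ± 41.4 and 244 ± 76.8 CPM) and *Tfrc* in vcapEC (177 ± 105 and 158 ± 71.9). Of the venous markers, *Slc38a5* was highest in avEC in both groups, with 333 ± 54.1 and 300.4 ± 125 CPM. *Nr2f2* was highest in avEC of young adult mice (97.6 ± 47.5 CPM, against 95.5 ± 31.8 in vEC) and in vEC of aged mice (98.2 ± 12.2, against 75.6 ± 39.3 in avEC), differences within the spread of the libraries. *Vwf* had 556 ± 97.8 and 554 ± 179 CPM in avEC, and *Vcam1* 1439 ± 727 and 992 ± 252, the highest of the 6 in both groups. *Bmx* lies on chromosome X from 164192842 to 164258193, *Vegfc* on chromosome 8 from 54077606 to 54187096, *Mfsd2a* on chromosome 4 from 122946850 to 122961188 and *Tfrc* on chromosome 16 from 32608920 to 32632794. *Nr2f2* lies on chromosome 7 from 70351944 to 70366735, *Slc38a5* on chromosome X from 8271133 to 8280179, *Vwf* on chromosome 6 from 125546774 to 125686679 and *Vcam1* on chromosome 3 from 116109949 to 116129688.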

Across the two age groups, the proportions of capEC subtype were similar (~20% for both groups), while we obtained more vcapEC from the young adult than aged mouse brains (39.3% and 24.0% respectively, Fig. 1e).

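Over pooled cells, capEC made up 20.0% of the classified ECs of young adult mice (exact 95% binomial interval 19.1 to 20.9%) and 20.8% of those of aged mice (19.5 to 22.3%). For vcapEC the pooled shares were 39.3% (38.2 to 40.4%) and 24.0% (22.5 to 25.4%). These intervals cover counting error only, and the libraries differed by more. With each library weighted equally, the vcapEC share was 40.0 ± 7.51% (SD, n = 3 libraries) in young adult and 28.1 ± 10.6% in aged mice, a difference of -11.8 percentage points (two-sided exact permutation test, p = 0.3; the smallest p that 3 libraries against 3 allow is 0.1). The share was lower in the aged library of each of the 3 batches (exact sign-flip permutation test on the pairs, p = 0.25, the smallest that 3 pairs allow). Single libraries reached from 33.2 to 48.0% in young adult and from 19.7 to 40.0% in aged mice. The highest aged value is that of the small library 1, without which the difference was -17.8 points.

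The mean share of capEC was 19.3 ± 5.41% in young adult and 19.4 ± 6.55% in aged mice (exact permutation p = 1). Among the other subtypes, the mean share was higher in aged mice for aEC1 (14.8 to 17.5%), aEC2 (12.5 to 17.4%), vEC (9.89 to 11.4%) and avEC (3.52 to 6.10%). Their exact permutation p values, for the same 3 libraries against 3, were 0.6, 0.4, 0.9 and 0.2. With 1 library left out, the difference for aEC1 fell to -0.0605 points (without young adult library 2) and that for vEC to -1.10 (without aged library 2). Those for aEC2 and avEC stayed positive. Shares of 1 whole are not independent, since a lower share of vcapEC raises the others.

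**Figure D1:**
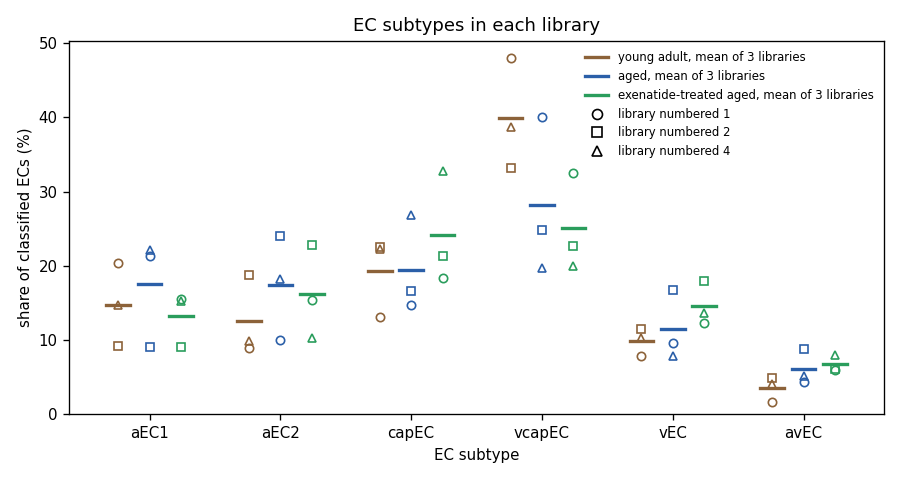
Share of each EC subtype among the classified ECs of a library (percent, vertical axis) in young adult, aged and exenatide-treated aged mice; each symbol is 1 library and each bar the mean of 3. The vcapEC share of 2 aged libraries lies below every young adult library, and that of aged library 1 lies between them.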

**Fig. 1:**
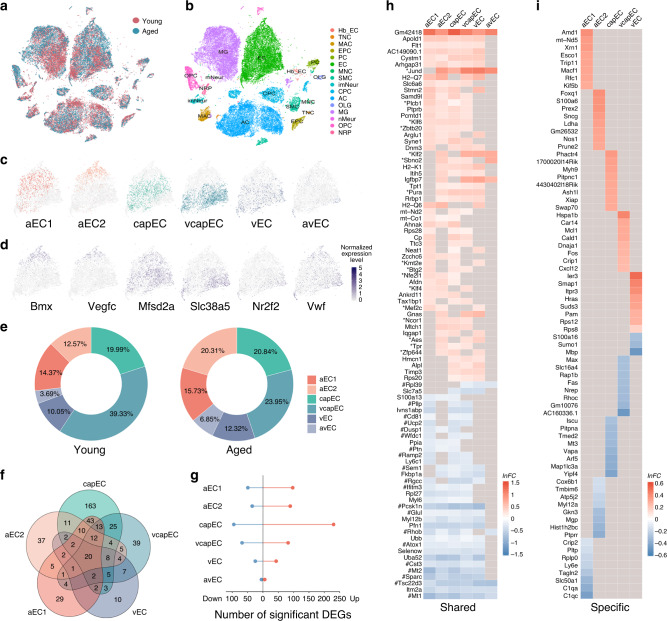
Profiling mouse brain endothelial cell transcriptomes across age. **a** t-SNE visualization of single-cell transcriptomes from young adult (2–3 months old, *n* = 31,555 cells from five mice, brown) and aged (18–20 months old, *n* = 12,367 cells from five mice, blue) mouse brains. **b** Primary cell type clusters identified based on marker gene expression patterns. Cell type abbreviations: EC endothelial cell, SMC smooth muscle cell, PC pericyte, MG microglia, AC astrocyte, NRP neuronal restricted precursor, OPC oligodendrocyte precursor cell, OLG oligodendrocyte, mNeur mature neuron, imNeur immature neuron, EPC ependymocyte, CPC choroid plexus epithelial cell, Hb_EC hemoglobin-expressing vascular cell, MAC macrophage, TNC tanycyte, MNC monocyte. **c** t-SNE visualization of EC subtypes, including two arterial (aEC1, *n* = 1141 cells and 526 cells; aEC2, *n* = 998 and 679 cells from young adult and aged groups, respectively), capillary (capEC, *n* = 1587 and 697 cells), venous and capillary (vcapEC, *n* = 3122 and 801 cells), venous (vEC, *n* = 798 and 412 cells), and arterial/venous (avEC, *n* = 293 and 229 cells) subtypes. Subsequent differential expression analyses for each EC subtype presented were based on these cells (i.e. sharing the same sample sizes). For visualization, different colors are used for the subtypes, and 6000 cells were subsampled and shown for better clarity. **d** Expression patterns of arterial (*Bmx*, *Vegfc*), capillary (*Mfsd2a*), venous (*Slc38a5*, *Nr2f2*), and arterial/venous (*Vwf*) marker genes in ECs visualized by t-SNE. For clarity, 6000 cells were subsampled and shown. **e** Proportions of EC subtypes obtained from each age group. Scale bar: normalized expression level. **f** Venn diagram showing the overlap of significant differentially expressed genes (DEGs) (FDR-adjusted *P*-value < 0.05 and |*lnFC* | > 0.1) between five EC subtypes. **g** Numbers of significant upregulated (red dots) and downregulated (blue dots) DEGs for each EC subtype. **h** Heatmap of shared (significant in ≥3 EC subtypes) upregulated (upper panel) and downregulated (lower panel) DEGs in the aged brain. Remarks: asterisks denote transcription factor/regulatory genes, and hashtags denote stress response genes by the Gene Ontology annotation. **i** Heatmap of EC subtype-specific upregulated (upper panel) and downregulated (lower panel) DEGs (i.e. significant differential expression with adjusted *P*-value < 0.05 and |*lnFC*| > 0.1 in only one EC subtype). Up to eight are shown for each EC subtype.

To assay how ageing may commonly and differentially influence brain EC subtype gene expression in different segments of the vascular network, we calculated differentially expressed genes (DEGs) expressed in natural log(fold change) (*lnFC*) in aged relative to young adult mouse group for each of the EC subtypes (Fig. 1f–i). DEGs were considered significant only if reaching statistical significance (FDR-adjusted *P*-value < 0.05) with *|lnFC*| > 0.1. 

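Over libraries, edgeR's quasi-likelihood test found 1, 0, 0, 1, 0 and 0 DEGs in aEC1, aEC2, capEC, vcapEC, vEC and avEC. This fit has no batch term. In simulated capEC, pooled ECs and microglia with batch differences, it recovered 0, 0 and 0% of 200 genes changed 2-fold. A missing call or a high adjusted *P* in this fit therefore does not show that a gene is unchanged. The genes tested were 7379, 7348, 7366, 8176, 6236 and 3749, of which 238, 166, 177, 199, 131 and 60 had an unadjusted p under 0.05. The DEG of aEC1 was *H2-Q6*, with 5.76 ± 3.59 (SD, n = 3 libraries) TMM-scaled CPM in young adult and 89.4 ± 58.3 in aged mice (*lnFC* 2.83 ± 0.39 (SE), adjusted *P* = 0.0142). That of vcapEC was *Rasgrf2*, with 2.46 ± 0.508 and 27.3 ± 9.37 CPM (*lnFC* 2.41 ± 0.32 (SE), adjusted *P* = 0.0380). *H2-Q6* is a class I MHC gene whose sequence is close to that of its neighbour *H2-Q7*, so how reads divide between them is uncertain. *H2-Q6* lies on chromosome 17 from 35424850 to 35430055, *H2-Q7* on chromosome 17 from 35439155 to 35443773 and *Rasgrf2* on chromosome 13 from 91880400 to 92131656.

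With the batch term, edgeR found 43, 19, 14, 32, 12 and 0 DEGs in the same order; in pooled ECs it found 0 without the term (332 genes at unadjusted p under 0.05) and 90 with it. The 6 libraries can be divided into 3 and 3 in 10 ways. In the fit with the batch term, the division by age gave more DEGs than any other in aEC1, aEC2, vcapEC and vEC; for capEC 2 of the 10, that by age included, gave as many, the other one 17. For avEC, with 218 genes at unadjusted p under 0.05 in this fit, another division gave 10. The 3 other divisions that keep each batch's pair apart, as that by age does, gave at most 2 DEGs in any of the 5. Without the term, no other division gave as many as the 1 DEG of aEC1 or of vcapEC.

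Over single cells, the hurdle test found 843, 873, 975, 669, 643 and 91 DEGs in the same order by FDR, and 155, 136, 404, 155, 74 and 11 with Bonferroni adjustment. By both adjustments capEC stood first and avEC last. Over libraries with the batch term, aEC1 stood first, but which subtype led changed when a batch was left out.

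**Figure D2:**
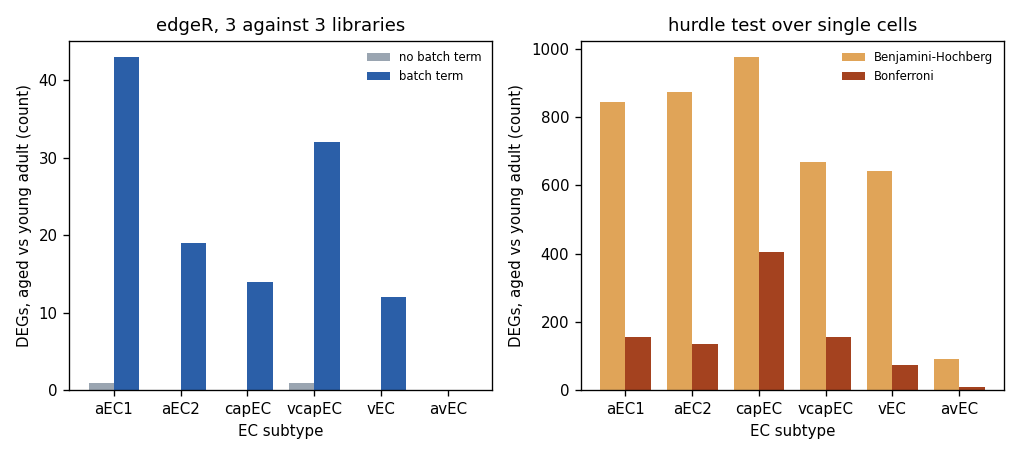
Number of DEGs, aged against young adult mice, in each EC subtype; bars are single counts without error bars. The left panel gives edgeR over libraries without and with the batch term, the right panel the hurdle test over single cells by FDR and by Bonferroni adjustment; capEC stands first only on the right, with 975 and 404 DEGs.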

Among the EC subtypes, aged capEC had the largest number of significant DEGs while avEC had the least expression changes (capEC: 325; vcapEC: 150; aEC1: 146; aEC2: 124; vEC: 68; avEC: 11; Fig. 1f, g). While the low number of aged avEC DEGs may be due to a comparatively smaller sample size limiting power of detection, we did not find a monotonic relationship between number of cells sampled and number of significant DEGs for the other five EC subtypes (Supplementary Fig. 2a). Although we sampled more vcapEC than capEC, capEC exhibited substantially more significant differential expressions than vcapEC (Fig. 1f, g and Supplementary Fig. 2a). Indeed, vcapEC had similar DEG number as arterial ECs with only approximately halved cell numbers (Fig. 1f, g and Supplementary Fig. 2a). 

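To ask how far the numbers of cells decide the order, each subtype but avEC was reduced by random draws to the cells of the smallest of the 5 in each library, 163, 240 and 324 in young adult and 29, 146 and 113 in aged libraries 1, 2 and 4. Over 5 draws, the hurdle test's median number of DEGs by Bonferroni adjustment was 34, 50, 30, 28 and 38 in aEC1, aEC2, capEC, vcapEC and vEC, and by FDR 357, 462, 323, 144 and 402. By Bonferroni adjustment capEC and vcapEC thus went from 404 against 155 on all cells to 30 against 28, but by FDR from 975 against 669 to 323 against 144. By FDR capEC kept its lead in the median, but the 5 draws overlapped, with 138 to 492 in capEC and 115 to 210 in vcapEC. When each cell was also reduced to 500 UMIs, the medians were 10, 9, 8, 9 and 9 by Bonferroni adjustment and 29, 36, 38, 34 and 35 by FDR. Over 20 draws of equal cells, edgeR's median was 17, 10.5, 11, 9 and 11 DEGs with the batch term and 1, 0, 0, 0 and 0 without it.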

For all EC subtypes in the aged brain, we noted more upregulated than downregulated DEGs (Fig. 1g), in line with a recent report^43^. 

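By the hurdle test with Bonferroni adjustment, 100, 96, 267, 83, 43 and 6 genes were up and 55, 40, 137, 72, 31 and 5 down in aged aEC1, aEC2, capEC, vcapEC, vEC and avEC; by FDR, 517, 541, 530, 351, 376 and 55 were up and 326, 332, 445, 318, 267 and 36 down. Over libraries with the batch term, 22, 11, 9, 17, 6 and 0 were up and 21, 8, 5, 15, 6 and 0 down in the same order. Among the genes at unadjusted p under 0.05 in the fit without the term, those up against those down numbered 147 and 91; 106 and 60; 89 and 88; 107 and 92; 69 and 62; and 36 and 24. The median *lnFC* of all tested genes, which shifts such a balance, lay between -0.0042 and 0.012 over the 6 subtypes.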

Altogether, the EC subtypes’ significant DEGs constituted a total of 469 unique genes. In all, 22.0% (103 out of 469) of the DEGs were not significant for all EC pooled (Supplementary Fig. 2b), while those significant tend to have magnitudes of expression changes underestimated (Supplementary Fig. 2c). These highlighted the importance of fine subtype classification in addition to the localization of expression changes with respect to zonation. 

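The 2 DEGs found over libraries without the batch term, *H2-Q6* and *Rasgrf2*, were both no DEGs of pooled ECs, of which there were 0. With the term, the subtypes had 75 unique DEGs, of which 36 (48.0%) were no DEGs of pooled ECs. The hurdle test gave 556 unique DEGs by Bonferroni adjustment, 146 (26.3%) of them not significant for pooled ECs, and 1980 by FDR, 1176 (59.4%) of them not. Of 120 pairs of a DEG and its subtype in the fit with the batch term, 98 (81.7%) had a smaller |*lnFC*| in pooled ECs. A gene chosen because its *lnFC* passed a limit in a subtype tends to be smaller in any other set of cells, so this share measures selection as well as dilution.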

In total, 192 significant DEGs were shared by more than one EC subtype; almost all (191 out of 192, 99.5%) had conserved directionality of change across different EC subtypes.

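Over libraries with the batch term, 23 DEGs were shared by more than 1 subtype and all 23 changed in 1 direction; 7 were up and 6 down in at least 3 subtypes. In all 5 subtypes with DEGs, *H2-Q7* was up and *Mt2* and *Sparc* were down; in 4, *Fmo2* and *H2-Q6* were up and *Mt1* was down; in 3, *AC149090.1*, *Apold1*, *Cystm1* and *Stmn2* were up and *Auts2*, *Pcsk1n* and *Tsc22d3* down. Without the term, 0 DEGs were shared. The hurdle test gave 210 shared DEGs by Bonferroni adjustment, 209 (99.5%) of them in 1 direction, with 56 up and 36 down in at least 3 subtypes. By FDR it gave 1051, 1002 (95.3%) in 1 direction, with 338 up and 215 down.

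A common direction can arise without ageing, because all subtypes of a library share its preparation and its free RNA. Across genes, which are not independent replicates, the *lnFC* of pairs of subtypes had a median correlation of 0.447 (from 0.363 to 0.509). With the labels young adult and aged exchanged in 1 batch, the median was 0.399, 0.354 or 0.347 (batches 1, 2 and 4), so that much of the correlation does not need the true labels. The number of DEGs shared by several subtypes, in the fit with the batch term, was 23 of 75 with the true labels and 2, 0 and 2 with these exchanges. *Fmo2* lies on chromosome 1 from 162874317 to 162898726, *Stmn2* on chromosome 3 from 8509360 to 8561606, *Cystm1* on chromosome 18 from 36342520 to 36403097 and *Apold1* on chromosome 6 from 134981718 to 134986836. *Auts2* lies on chromosome 5 from 131437333 to 132543344. The release has no gene under the symbol *AC149090.1*.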

A set of 55 shared genes upregulated in multiple EC subtypes (≥3 subtypes) were identified, among which only 7 were significant in at least five EC subtypes (Fig. 1h). Among the shared upregulated DEGs, there was an abundance of transcription factors or regulatory genes (e.g. *Btg2*, *Klf2*, *Ncor1*, *Sbno2*, and *Zbtb20*; Fig. 1h). 

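All 30 *lnFC* of *Btg2*, *Klf2*, *Ncor1*, *Sbno2* and *Zbtb20* in 5 subtypes (avEC left out) and in pooled ECs were positive. They ranged over 0.19 to 0.49 for *Btg2*, 0.30 to 0.40 for *Klf2*, 0.22 to 0.49 for *Ncor1*, 0.33 to 0.80 for *Sbno2* and 0.19 to 0.32 for *Zbtb20*. By edgeR over libraries 0 of the 30 were DEGs, 7 had an unadjusted p under 0.05, and 0 had an adjusted *P* under the limit when adjusted over the list alone. Once the batch term was in the fit, these numbers were 2, 18 and 18; the study chose the list on these samples, so the last is not independent evidence. The hurdle test called 28 by FDR and 21 by Bonferroni adjustment. The DEGs with the batch term were *Sbno2* in aEC2 (69.3 ± 51.4 CPM in young adult and 142 ± 103 in aged mice, n = 3; *lnFC* 0.75 ± 0.16 (SE) at an adjusted *P* of 0.0141) and in pooled ECs (52.0 ± 35.1 and 107 ± 84.8 CPM; *lnFC* 0.68 ± 0.13 (SE) at an adjusted *P* of 0.0105). *Klf2* varied between libraries as much as between the groups, with 1547 ± 1273 and 2144 ± 2344 CPM in pooled ECs, and rose in 2 of 3 batches. Immediate-early genes such as *Btg2* and *Klf2* also respond to the dissociation of tissue. *Btg2* lies on chromosome 1 from 134075170 to 134079120, *Klf2* on chromosome 8 from 72319033 to 72321656 and *Ncor1* on chromosome 11 from 62316426 to 62458541. *Sbno2* lies on chromosome 10 from 80056992 to 80105571 and *Zbtb20* on chromosome 16 from 42875881 to 43642602.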

A smaller set of 34 commonly downregulated genes (≥3 EC subtypes) was identified, among which 15 were shared by at least five aged brain EC subtypes (Fig. 1h). 

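*Sparc* fell from 1574 ± 280.2 to 844 ± 207 CPM in pooled ECs (n = 3 libraries each; *lnFC* -0.62 ± 0.18 (SE), adjusted *P* = 1.00 by edgeR without the batch term). With the term the *lnFC* was -0.64 ± 0.087 (SE) at an adjusted *P* of 5.3e-04, and *Sparc* was a DEG in all 5 subtypes, with *lnFC* from -0.67 to -0.60. *Cst3* had a *lnFC* of -0.33 ± 0.17 (SE) in pooled ECs (2825 ± 230.4 and 2023 ± 484 CPM; adjusted *P* = 1.00, with the batch term 0.0672) and from -0.37 to -0.25 in the subtypes. *Cst3* is among the most abundant transcripts of microglia, so part of its reads in ECs can be free RNA. *Pcsk1n* was a DEG with the batch term in aEC1, aEC2 and vEC, yet its level depended on single libraries: in aEC2 it had 123 ± 128 and 40.2 ± 5.65 CPM, a range of 13.3 to 263 in young adult mice, and it was lower in aged mice in 2 of 3 batches. Together 18 of 18 pairs of a gene and a group (5 subtypes and pooled ECs) were lower in aged mice. Over all genes 0 were DEGs, at unadjusted p under 0.05 8, and adjusted over the list alone 6; with the batch term 9, 16 and 16. The list holds genes that the paper found lower in these samples and that, by its text, an earlier study had reported as lower. As they were picked from those lower here, the count over the list is no independent evidence. Over single cells, the hurdle test called 18 even by Bonferroni adjustment. *Cst3* lies on chromosome 2 from 148871722 to 148875692, *Pcsk1n* on chromosome X from 7919822 to 7924410 and *Sparc* on chromosome 11 from 55394500 to 55423183.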

Several of the shared downregulated genes (e.g. *Cst3*, *Pcsk1n*, and *Sparc*) were previously reported to be generally downregulated in EC and other aged brain cell types^44^ (Fig. 1h). 

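All 30 pairs of a stress response gene and a group, over *Atox1*, *Mt1*, *Mt2*, *Sem1* and *Tsc22d3* in 5 subtypes and pooled ECs, were lower in aged mice. By edgeR over libraries 0 were DEGs, 12 had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone, a list that the study chose on these samples and that is therefore not independent evidence. With the batch term 15 were DEGs, 29 had an unadjusted p under 0.05 and 29 passed within the list. The test over single cells called 30 by FDR and 29 by Bonferroni adjustment. The metallothionein *Mt2* fell most clearly in aEC1, from 470.4 ± 43.6 to 172 ± 14.9 CPM (n = 3 libraries each; *lnFC* -1.01 ± 0.19 (SE), with the batch term -0.99 ± 0.13 (SE) at an adjusted *P* of 6.3e-07), and was a DEG in all 5 subtypes with the term. *Mt1* in capEC fell from 1767 ± 149 to 922 ± 220.5 CPM (*lnFC* -0.66 ± 0.21 (SE), with the term -0.68 ± 0.11 (SE) at an adjusted *P* of 0.00138). *Tsc22d3* in capEC, a glucocorticoid-induced gene, fell from 852 ± 469.6 to 457 ± 238 CPM (*lnFC* -0.63 ± 0.42 (SE), with the term -0.62 ± 0.11 (SE) at an adjusted *P* of 0.00486). *Atox1* had *lnFC* of -0.31 to -0.19 and *Sem1* of -0.27 to -0.18. By edgeR neither was a DEG in any subtype, with the batch term or without it.

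*Mt1* lies on chromosome 8 from 94179082 to 94180327, *Mt2* on chromosome 8 from 94172664 to 94173568 and *Tsc22d3* on chromosome X from 140539528 to 140600659. *Atox1* lies on chromosome 11 from 55446641 to 55461239 and *Sem1* on chromosome 6 from 6557294 to 6578663.

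**Figure D3:**
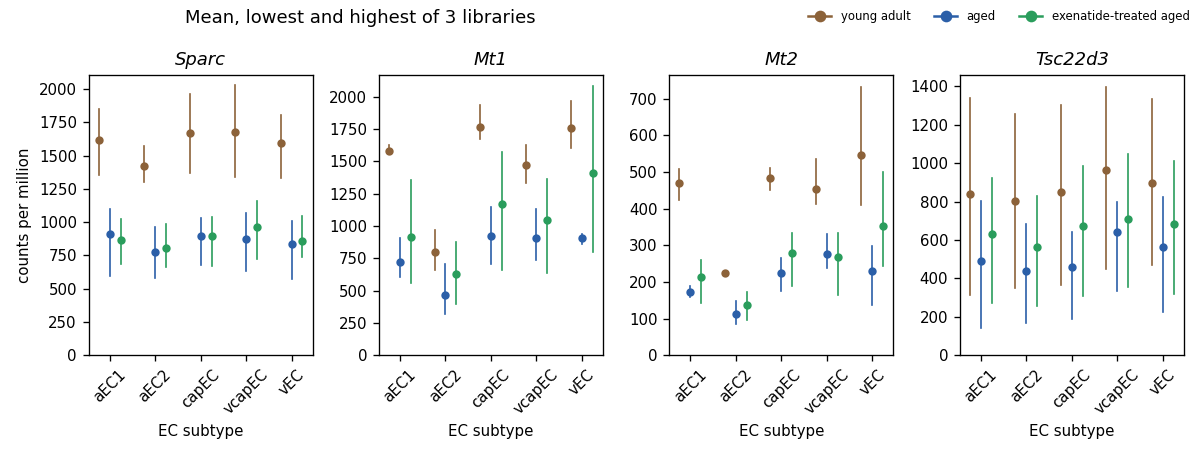
TMM-scaled CPM (vertical axis) of *Sparc*, *Mt1*, *Mt2* and *Tsc22d3* in 5 EC subtypes of young adult, aged and exenatide-treated aged mice; dots are means of 3 libraries and lines run from the lowest to the highest library. The means of aged mice lie below those of young adult mice in every subtype, for *Mt2* in aEC1 at 172 against 470.4.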

Numerous stress response genes (e.g. *Atox1*, metallothionein genes *Mt1* and *Mt2*, *Sem1*, and *Tsc22d3*) were present amongst the commonly downregulated genes (Fig. 1h). A total of 278 significant DEGs were specific to only one EC subtype (195 upregulated and 83 downregulated), with 163 being capEC DEGs (120 upregulated and 43 downregulated; Fig. 1f, i) and the rest specific to one of the other EC subtypes except avEC (Fig. 1f, i). Therefore, brain ECs have both shared and divergent ageing-associated differential expressions, with the most prominent changes occurring in capillary ECs.

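Over libraries with the batch term, 52 DEGs were found in 1 subtype only, 30 up and 22 down in aged mice, and of these 1, *Egr3*, belonged to capEC (9.57 ± 7.67 and 47.0 ± 3.97 CPM in young adult and aged mice, n = 3; *lnFC* 1.40 ± 0.29 (SE) at an adjusted *P* of 0.0231). Without the term there were 2, both up and 0 in capEC. The hurdle test with Bonferroni adjustment gave 346 (223 up, 123 down), 224 of them in capEC (148 up, 76 down). By FDR it gave 929 (493 up, 436 down), 253 of them in capEC (113 up, 140 down). A gene that passes a limit in 1 subtype only need not change differently there, which would take a test of the difference between subtypes.

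Among the DEGs whose young adult and aged libraries do not overlap, the largest changes with the batch term were, in capEC, *H2-Q7* 2.27, *Fmo2* 1.51, *Egr3* 1.40, *C1qb* -0.87, *Mt2* -0.79 and *Mt1* -0.68 (*lnFC*, natural log). In vcapEC they included *Rasgrf2* 2.37, *H2-Q7* 2.12, *Fcrls* -1.44, *Cdh2* -1.29 and *Abca1* -1.26; in aEC1 they were *H2-Q6* 2.69, *H2-Q7* 2.05, *Gda* 1.45, *Auts2* -1.54, *Angptl4* -1.33 and *Rpl27-ps3* -1.03; in aEC2 *H2-Q6* 1.73, *H2-Q7* 1.34, *Prune2* 1.03, *C730034F03Rik* -1.55, *Auts2* -1.06 and *Fbln5* -0.83; and in vEC *H2-Q7* 1.95, *Fmo2* 1.89, *H2-Q6* 1.39, *Auts2* -1.34, *C1qb* -0.87 and *Mt2* -0.70. *C1qb* and *Fcrls* are genes of microglia, so their fall in ECs can reflect less free RNA in the aged libraries. *Egr3* lies on chromosome 14 from 70077203 to 70082614, *C1qb* on chromosome 4 from 136880129 to 136886187, *Fcrls* on chromosome 3 from 87250758 to 87263738 and *Cdh2* on chromosome 18 from 16588877 to 16809246. *Abca1* lies on chromosome 4 from 53030787 to 53159895, *Gda* on chromosome 19 from 21391307 to 21473445, *Angptl4* on chromosome 17 from 33773750 to 33781830 and *Rpl27-ps3* on chromosome 18 from 6332632 to 6333042. *Prune2* lies on chromosome 19 from 16956118 to 17223932, *C730034F03Rik* on chromosome 15 from 89429589 to 89430868 and *Fbln5* on chromosome 12 from 101746565 to 101819055.

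From the counts in single cells, the paper concludes that the ageing of brain ECs has shared and divergent parts and is strongest in capillary ECs.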

### Functional implications of the EC transcriptomic alterations

Age-dependent endothelial dysfunction is a major contributor to neurovascular dysfunction. To identify altered functional pathways implicated in the aged brain EC expression changes, we next performed pathway analysis on significant DEGs of each EC subtype (except avEC due to a low number of significant DEGs; Fig. 2a). 

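In capEC, 5 genes of adherens junctions were all higher in aged mice, with *lnFC* (± SE) of 0.19 ± 0.25 for *Afdn*, 0.18 ± 0.17 for *Ctnna1*, 0.39 ± 0.18 for *Iqgap1*, 0.20 ± 0.24 for *Lef1* and 0.35 ± 0.18 for *Ptprb*. Genes of tight junctions had 0.44 ± 0.20 for *Arhgef2*, 0.23 ± 0.16 for *Cgnl1*, 0.16 ± 0.21 for *Nedd4*, -0.17 ± 0.28 for *Ocln* and 0.34 ± 0.20 for *Ppp2r2a*. In CPM (mean ± SD of 3 libraries), *Lef1* rose from 331 ± 75.0 to 396 ± 156 and *Ocln* fell from 224 ± 41.0 to 197 ± 102. Of the 5 adherens and 5 tight junction genes, edgeR over libraries called 0 and 0, with 1 and 1 at unadjusted p under 0.05 and 0 and 0 adjusted over the list alone. In the fit with the batch term it called 0 and 0 over all genes (2 and 1 at unadjusted p under 0.05), and 2 and 0 adjusted over the list alone; the study chose the list on these samples, so these last counts are not independent evidence. Among cells, the hurdle test called all 5 and all 5 by Bonferroni adjustment.

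*Afdn* lies on chromosome 17 from 13760539 to 13906150, *Ctnna1* on chromosome 18 from 35118859 to 35254779, *Iqgap1* on chromosome 7 from 80711583 to 80825974, *Lef1* on chromosome 3 from 131110471 to 131224356 and *Ptprb* on chromosome 10 from 116275523 to 116389535. *Arhgef2* lies on chromosome 3 from 88605966 to 88648052, *Cgnl1* on chromosome 9 from 71626509 to 71771602, *Nedd4* on chromosome 9 from 72662346 to 72749852, *Ocln* on chromosome 13 from 100496507 to 100552718 and *Ppp2r2a* on chromosome 14 from 67014056 to 67072444.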

Among capEC DEGs, we found significant enrichment of genes associated with adherens junction (AJ; e.g. *Afdn*, *Ctnna1*, *Iqgap1*, *Lef1*, and *Ptprb*) and tight junction (TJ; e.g. *Arhgef2*, *Cgnl1*, *Nedd4*, *Ocln*, and *Ppp2r2a*; Fig. 2a, b). Prompted by this observation, we further examined patterns of expression changes of AJ, TJ component-encoding genes, and genes that regulate BBB transcellular transport in different brain EC subtypes. The claudin 5-encoding gene *Cldn5* has been reported to be downregulated in ECs in general^44^. 

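In vcapEC, *Cldn5* had 8255 ± 1803 CPM (mean ± SD of 3 libraries) in young adult and 7328 ± 1538 in aged mice, with a *lnFC* of -0.12 ± 0.18 (SE) by edgeR (unadjusted p = 0.517, adjusted *P* = 1.00). Once the batch term was in the fit, the *lnFC* was -0.12 ± 0.089 (SE) at an adjusted *P* of 0.724, so no fit over libraries called it. In pooled ECs it had 7246 ± 1466 and 6484 ± 1378 CPM and a *lnFC* of -0.11 ± 0.17 (SE) (adjusted *P* = 1.00). *Cldn5* in vcapEC was lower in aged mice in 3 of 3 batches. The hurdle test over single cells called it in vcapEC, by FDR and by Bonferroni adjustment.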

In our data, a significant downregulation of *Cldn5* occurred only in aged vcapEC (Fig. 2b). 

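*Mfsd2a* in capEC had 284 ± 48.0 TMM-scaled CPM (SD, n = 3) in young adult and 247 ± 74.1 in aged mice, with single libraries from 236 to 332 and from 192 to 332. Its *lnFC* was -0.16 ± 0.19 (SE) by edgeR (adjusted *P* = 0.999), and -0.18 ± 0.12 (SE) at an adjusted *P* of 0.720 with the batch term. It was lower in 2 of 3 batches. In pooled ECs the *lnFC* was -0.21 ± 0.18 (SE). The hurdle test called the fall in capEC by FDR and by Bonferroni adjustment.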

We also found a downregulated expression of *Mfsd2a* in aged capEC, which encodes the major facilitator superfamily domain-containing protein 2 (MFSD2A, or sodium-dependent lysophosphatidylcholine symporter 1) and is crucial for limiting transcytosis at the BBB^45^ (Fig. 2b).

**Fig. 2:**
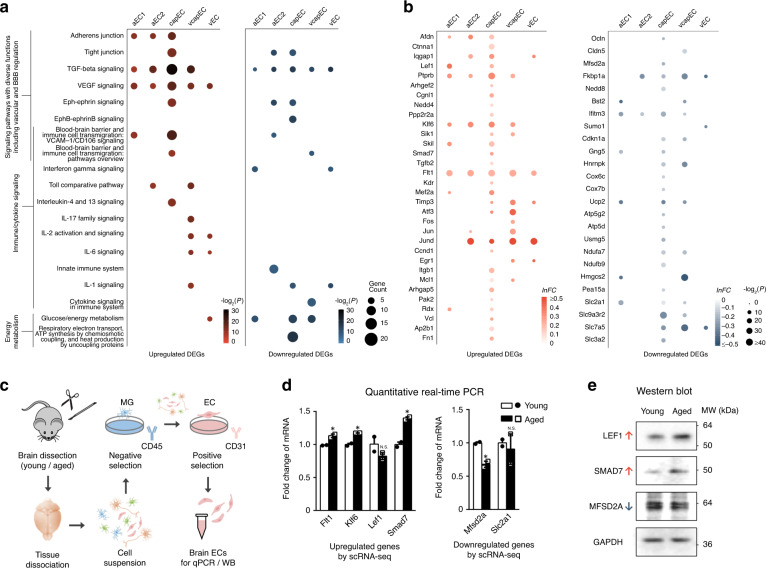
Pathway analysis and differential expression validation. **a** Dot plots of important signaling pathways whose functions include vascular and BBB regulation, immune/cytokine signaling, respiratory electron transport chain, and glucose/energy metabolism pathways with significant enrichment in the aged brain for upregulated (left panel) and downregulated (right panel) EC DEGs. **b** Dot plots showing the differential expression profile of selected upregulated (left panel) and downregulated (right panel) genes in aged brain ECs associated with enriched pathways shown in **a** in the different EC subtypes. **c** Schematics of validation experiments by quantitative PCR and western blot for selected DEGs found by scRNA-seq (including *Flt1*, *Klf6*, *Lef1*, *Smad7*, *Mfsd2a*, and *Slc2a1*), in whole-brain ECs isolated by immunopanning. **d** Expression changes of selected genes in immunopanned ECs by quantitative PCR (for each gene, quantified as fold change relative to young adult group mean, error bars represent S.E.M.; *Flt1*: *P* = 0.036; *Klf6*: *P* = 0.011; *Lef1*: *P* = 0.28; *Smad7*: *P* = 0.012; *Mfsd2a*: *P* = 0.022; *Slc2a1*: *P* = 0.73; asterisks in the plot indicates *P* < 0.05 for easy visualization, two-sided unpaired *t*-test without adjustment for multiple comparisons; for each group, samples from *n* = 3 mice were pooled and measured in duplicate, resulting in two measurement values for each gene). **e** Western blot assays of the encoded proteins of a subset of aged brain EC-upregulated (LEF1, SMAD7) and downregulated (MFSD2A) genes in immunopanned ECs (samples pooled from three mice for each group). Source data underlying **d**, **e** are provided as a Source Data file.

In addition to AJ- and TJ-associated genes, numerous growth factors, immune, and cell-to-cell junction signaling pathways are also important regulators of neurovascular functions and BBB integrity. TGF-β signaling-related genes were significantly enriched in the DEGs of all five aged EC subtypes analyzed (e.g. upregulated: *Klf6*, *Sik1*, *Skil*, *Smad7*, and *Tgfb2*; downregulated: *Fkbp1a* and *Nedd8*; Fig. 2a, b). 

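Over the 5 subtypes, *lnFC* ranged over 0.31 to 0.50 for *Klf6*, 0.23 to 0.43 for *Sik1*, 0.23 to 0.60 for *Skil* and 0.11 to 0.55 for *Smad7*, and over -0.15 to 0.25 for *Tgfb2*, which fell in aEC2 (-0.15 ± 0.23) and was flat in aEC1 (-0.014). *Fkbp1a* had -0.26 to -0.21 and *Nedd8* -0.19 to -0.032. Of the 25 pairs of an upregulated gene and a subtype, 23 had a positive *lnFC*, and of the 10 pairs of a downregulated one, 10 had a negative one. EdgeR called 0 and 0 of these over all genes, with 4 and 0 at unadjusted p under 0.05, and 0 and 0 adjusted over the list alone. With the batch term the calls were 2 and 0 over all genes, 10 and 5 at unadjusted p under 0.05, and 7 and 0 adjusted over the list alone, which the study chose on these samples and which is no independent evidence. Over single cells, the hurdle test called 18 and 7 by FDR, and 10 and 5 by Bonferroni adjustment. Both calls with the batch term were *Klf6*, in aEC1 (*lnFC* 0.48 ± 0.10 (SE) at an adjusted *P* of 0.00957) and in capEC, where it rose from 764 ± 39.0 to 1231 ± 140.4 CPM (SD, n = 3; *lnFC* 0.47 ± 0.095 (SE) at an adjusted *P* of 0.0160). *Klf6* lies on chromosome 13 from 5861482 to 5870394, *Sik1* on chromosome 17 from 31844250 to 31855804, *Skil* on chromosome 3 from 31095058 to 31122577 and *Smad7* on chromosome 18 from 75367529 to 75395935. *Tgfb2* lies on chromosome 1 from 186622792 to 186705989, *Fkbp1a* on chromosome 2 from 151542483 to 151561692 and *Nedd8* on chromosome 14 from 55662263 to 55672124.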

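All 20 *lnFC* of *Flt1* (0.15 to 0.22), *Kdr* (0.014 to 0.14), *Mef2a* (0.10 to 0.37) and *Timp3* (0.23 to 0.39) in the 5 subtypes were positive. None of the 20 was a DEG by edgeR without the batch term (1 at unadjusted p under 0.05) or with it (8). Adjusted over the list alone, 0 and 2 passed, on a list chosen from these samples and so not independent evidence. The test over single cells called 15 by FDR and 11 by Bonferroni adjustment. In pooled ECs *Timp3* rose from 664 ± 66.5 to 964 ± 24.5 CPM (n = 3) and was a DEG with the batch term (*lnFC* 0.38 ± 0.083 (SE) at an adjusted *P* of 0.0326). In capEC *Flt1* had 2790.1 ± 385 and 3351 ± 545 CPM in young adult and aged mice (*lnFC* 0.18 ± 0.16 (SE)). *Kdr* lies on chromosome 5 from 75932827 to 75978458, *Mef2a* on chromosome 7 from 67231163 to 67372858 and *Timp3* on chromosome 10 from 86300372 to 86349506.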

The upregulation of VEGF-signaling pathway genes also impacts brain ECs of all subtypes (e.g. *Flt1*, *Kdr*, *Mef2a*, and *Timp3*; Fig. 2a, b). Furthermore, the enrichment of immune/cytokine signaling-related gene sets was observed for all vascular segments. These include genes mediating interferon gamma (IFNγ) response in aEC1 and vEC (e.g. downregulated: *Bst2*, *Ifitm3*, and *Sumo1*), toll-like receptor signaling in aEC2 and vcapEC (e.g. upregulated: *Atf3*, *Fos*, *Jun*, and *Jund*), as well as interleukin signaling in capEC, vcapEC, and vEC (e.g. upregulated: *Ccnd1*, *Egr1*, *Itgb1*, and *Mcl1*; downregulated: *Cdkn1a*). 

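In aEC1 and vEC, interferon gamma genes had *lnFC* of -0.56 and -0.029 for *Bst2* and -0.17 and -0.15 for *Ifitm3*. *Bst2* fell from 270.5 ± 37.2 to 159 ± 34.8 CPM (SD, n = 3) in aEC1 and was a DEG there with the batch term (*lnFC* -0.55 ± 0.14 (SE) at an adjusted *P* of 0.0469). In aEC2 and vcapEC, the toll-like receptor genes had 0.22 and 0.42 for *Atf3*, 0.030 and 0.14 for *Fos*, 0.20 and 0.12 for *Jun* and 0.67 and 0.57 for *Jund*. *Jund* varied more within the groups than between them (1064 ± 1415 and 2048 ± 3168 CPM in aEC2). In capEC, vcapEC and vEC, the interleukin genes had *lnFC* of 0.38 to 0.55 for *Ccnd1*, 0.31 to 0.46 for *Egr1*, 0.058 to 0.29 for *Itgb1*, 0.13 to 0.29 for *Mcl1* and -0.24 to -0.18 for *Cdkn1a*.

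All 8 toll-like receptor and 15 interleukin pairs of a gene and a subtype had the stated direction. EdgeR called 0 and 0 of them over all genes, 0 and 1 at unadjusted p under 0.05, and 0 and 0 adjusted over the list alone. In the fit with the batch term these were 0 and 0; 1 and 3; and 0 and 3. Both lists were chosen on these samples, and the counts within them are not independent evidence. By Bonferroni adjustment the hurdle test called 6 and 7. *Atf3*, *Egr1*, *Fos*, *Jun* and *Jund* are immediate-early genes that respond to tissue dissociation too. *Bst2* lies on chromosome 8 from 71534255 to 71537456, *Ifitm3* on chromosome 7 from 141009586 to 141010770 and *Atf3* on chromosome 1 from 191170296 to 191218039. *Fos* lies on chromosome 12 from 85473890 to 85477273, *Jun* on chromosome 4 from 95049034 to 95052222, *Jund* on chromosome 8 from 70698949 to 70700616, *Ccnd1* on chromosome 7 from 144929931 to 144939925 and *Egr1* on chromosome 18 from 34859823 to 34864984. *Itgb1* lies on chromosome 8 from 128685654 to 128733200, *Mcl1* on chromosome 3 from 95658788 to 95663176 and *Cdkn1a* on chromosome 17 from 29090976 to 29100727.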

Notably, VEGF and several of the interleukins for which signaling changes were implicated have reported detrimental effects on EC barrier in vitro or BBB integrity in vivo in disease models^46–50^, indicating that their appropriate signaling are crucial for BBB maintenance. Overall, capEC had the most prominent neurovascular regulatory signaling pathways enrichment, which also included Eph-ephrin/EphB-ephrinB signaling (e.g. upregulated: *Ap2b1* and *Fn1*; downregulated: *Gng5* and *Hnrnpk*) associated genes (Fig. 2a, b). 

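The Eph-ephrin genes in capEC had *lnFC* (± SE) of 0.18 ± 0.19 for *Ap2b1*, 0.27 ± 0.17 for *Fn1*, -0.14 ± 0.16 for *Gng5* and -0.24 ± 0.21 for *Hnrnpk*. In CPM, *Fn1* rose from 365 ± 54.3 to 477 ± 42.3 (SD, n = 3) and *Gng5* fell from 1219.9 ± 86.9 to 1063 ± 75.8. EdgeR called 0 of the 4 without the batch term (0 at unadjusted p under 0.05) and 0 with it (2); adjusted over the list alone the counts were 0 and 0, within a list taken from these samples and not independent evidence. Among cells, the hurdle test called 4 by Bonferroni adjustment. No pathway enrichment was run here, so whether capEC leads the other subtypes in pathways was not tested. Its first place in number of DEGs came from the single-cell test. *Ap2b1* lies on chromosome 11 from 83299024 to 83405035, *Fn1* on chromosome 1 from 71585520 to 71653200, *Gng5* on chromosome 3 from 146499807 to 146505572 and *Hnrnpk* on chromosome 13 from 58391142 to 58403343.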

Elevated *Vcam1* expression has been reported to mediate leukocyte tethering and endothelial activation by a small subset of *Vcam1*-expressing ECs in the aged hippocampus^25^. Possibly limited by the relatively small cell numbers and/or differences in regional sampling, cell isolation, and sequencing protocols, we did not find increased *Vcam1* expression in aged brain avEC (Supplementary Fig. 3a, b; note that *Vcam1* served as one of the marker genes of avEC, see Supplementary Fig. 1b, c). Instead, we found significant enrichment of VCAM1-mediated immune cell transmigration pathway among capEC-upregulated genes (e.g. *Arhgap5*, *Pak2*, *Rdx*, and *Vcl*; Fig. 2a, b).

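*Vcam1* in avEC had 1612 ± 792 TMM-scaled CPM (SD, n = 3) in young adult and 1104 ± 302 in aged mice, a *lnFC* of -0.38 ± 0.24 (SE) with an adjusted *P* of 0.999 by edgeR. Once the batch term was in the fit, the *lnFC* was -0.41 ± 0.18 (SE) at an adjusted *P* of 0.837. It was lower in aged mice in 2 of 3 batches, and young adult libraries spread from 749 to 2306 CPM. In pooled ECs it had 103 ± 68.2 and 94.8 ± 69.0 CPM (*lnFC* -0.069 ± 0.44 (SE)). No rise was thus seen. Since *Vcam1* helped to assign avEC, its level there is not independent of the assignment.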

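In capEC, *Arhgap5* (96.0 ± 38.0 and 124 ± 69.6 CPM, *lnFC* 0.30 ± 0.31), *Pak2* (106 ± 30.3 and 131 ± 27.4 CPM, *lnFC* 0.24 ± 0.22), *Rdx* (382 ± 169 and 467 ± 174 CPM, *lnFC* 0.21 ± 0.29) and *Vcl* (59.9 ± 25.5 and 106 ± 50.6 CPM, *lnFC* 0.60 ± 0.27) were higher in aged mice (CPM as mean ± SD of 3 libraries, *lnFC* ± SE). EdgeR called 0 of the 4 over all genes and 0 adjusted over the list alone, with 1 at unadjusted p under 0.05. With the batch term it called 0 and 1, with 1 at unadjusted p under 0.05; again the study chose the list on these samples, so it is not independent evidence. The hurdle test called 4 by Bonferroni adjustment. *Arhgap5* lies on chromosome 12 from 52503972 to 52571975, *Pak2* on chromosome 16 from 32016290 to 32079342, *Rdx* on chromosome 9 from 52047173 to 52088735 and *Vcl* on chromosome 14 from 20929398 to 21033676.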

Altered energy metabolism may also be a key contributor to brain endothelial ageing^51^. 

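In aged capEC, genes of energy metabolism were lower: *Cox6c* (1045 ± 73.8 and 877 ± 57.4 CPM, *lnFC* -0.17 ± 0.15), *Cox7b* (219 ± 34.7 and 194 ± 28.4 CPM, *lnFC* -0.13 ± 0.17), *Ucp2* (329.7 ± 41.3 and 202 ± 85.3 CPM, *lnFC* -0.49 ± 0.22) and *Pea15a* (228 ± 23.1 and 226 ± 48.7 CPM, *lnFC* -0.030 ± 0.18). None of these was a DEG of edgeR in capEC over all genes, with the batch term or without it. The largest of these changes was that of *Ucp2*, with an adjusted *P* of 0.999 by edgeR (unadjusted p = 0.0436). With the batch term its *lnFC* was -0.50 ± 0.13 (SE) at an adjusted *P* of 0.111. It was lower in aged capEC in 3 of 3 batches. In aEC1 and vcapEC, *Ucp2* was a DEG of edgeR with the batch term, also lower in aged mice. The study chose the genes on these samples, so they are not independent evidence.

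The 91 nuclear genes of the respiratory chain and ATP synthase tested in capEC had a median *lnFC* of -0.079, and 66 of them were lower in aged mice. Camera gave a p of 9.1e-05 in capEC, 1.4e-05 in aEC1, 2.0e-08 in aEC2, 4.8e-04 in vcapEC and 0.00987 in vEC, where the medians were -0.083 in aEC1, -0.13 in aEC2, -0.058 in vcapEC and -0.056 in vEC. These genes vary together, which camera's preset correlation understates: at the estimated correlation p in capEC was 0.311, and by fry 0.347. With the batch term these values were 0.273 and 0.240, and camera gave 2.5e-04. *Cox6c* lies on chromosome 15 from 35925886 to 35938246, *Cox7b* on chromosome X from 106015700 to 106022450, *Ucp2* on chromosome 7 from 100493337 to 100502020 and *Pea15a* on chromosome 1 from 172196728 to 172206804.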

We found that respiratory electron transport chain/ATP synthesis (e.g. cytochrome oxidase subunit genes *Cox6c* and *Cox7b*, *Ucp2*, multiple ATP synthase, NADH:ubiquinone oxidoreductase genes), and glucose/energy metabolism (e.g. *Hmgcs2*, *Pea15a*, and multiple SLC transporter genes) associated genes were most enriched in the downregulated DEGs of aged capEC, and to a lesser extent in aEC1 and vcapEC (Fig. 2a, b). Of note, *Slc2a1* (encoding the glucose transporter GLUT1) was found downregulated in multiple EC subtypes (Fig. 2b). Therefore, while impaired energy metabolism has been most strongly implicated in capEC, other vascular segments are also likely impacted in the aged brain.

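*Slc2a1* had *lnFC* (± SE) of -0.14 ± 0.19 in aEC1, -0.14 ± 0.17 in aEC2, -0.018 ± 0.19 in capEC, -0.059 ± 0.21 in vcapEC and 0.040 ± 0.19 in vEC, and in pooled ECs it went from 1339 ± 362 to 1285 ± 391 CPM (SD, n = 3; *lnFC* -0.042 ± 0.19 (SE)). Of these 6 values 5 were negative, with 0 DEGs by edgeR, 0 adjusted over the list alone and 0 at unadjusted p under 0.05 (0, 0 and 0 with the batch term). The gene was chosen on these samples, so its list is not independent evidence. The test over single cells called 4 of 6 by FDR and 3 by Bonferroni adjustment. *Slc2a1* lies on chromosome 4 from 119108711 to 119137983.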

By RNA fluorescent in situ hybridization (FISH) in brain slices at both ages, we confirmed endothelial localization for a subset of the DEGs (including *Afdn*, *Lef1*, *Ptprb*, *Mfsd2a*, *Smad7*, *Flt1*, *Ifitm3*, *Jund*, *Slc9a3r2*, and *Nostrin*; Supplementary Fig. 4). We were however not able to quantitatively verify by RNA FISH, the relatively small magnitudes of expression changes found by scRNA-seq (Figs. 1h, i and 2b). Therefore, we next performed quantitative PCR (qPCR) for selected genes in whole-brain ECs isolated by immunopanning (Fig. 2c, also see Methods section) from the two age groups. This verified the altered expression of several genes involved in key regulatory pathways of neurovascular functions (e.g. VEGF and TGF-β signaling-related genes, key transporter genes), including both aged brain EC-upregulated (*Flt1*, *Klf6*, and *Smad7*) and downregulated (*Mfsd2a*) genes (Fig. 2d). Western blot (WB) assays on immunopanned ECs further validated the expression changes of a subset of these genes (including LEF1, SMAD7, and MFSD2A) at the protein level (Fig. 2e).

Collectively, these results revealed a complex pattern of ageing-related transcriptomic changes in specific EC subtypes that may impact neurovascular functions, especially in capEC. Important subsets of the DEGs were related to immune/cytokine signaling and energy metabolism, and may jointly contribute to age-dependent susceptibility to neurodegeneration.

### Disease associations of aged brain EC transcriptomic changes

Genome-wide association studies (GWAS) identified many associated genetic variants of cerebrovascular and neurodegenerative diseases with a vascular component. We asked whether some of these genes would have ageing-associated expression changes in ECs (see Supplementary Table 2 for disease-associated gene lists and their sources used for this analysis). Indeed, among the DEGs of aged brain ECs, we found a total of 40 genes associated with one or more of 7 neurovascular or neurodegenerative disorders, out of the 11 diseases examined (Fig. 3a). In total, 32 of these DEGs were specific to ECs, with no significant differential expression found in SMC, AC, or MG in our dataset (Fig. 3a). Overall, 31 disease-related genes identified were significant DEGs of capEC (Fig. 3a), and 23 are AD-associated (see Supplementary Table 3 for disease association summary). Interestingly, the abundance of AD GWAS genes among the DEGs was not merely a result of a large number of AD GWAS genes, as they were significantly overrepresented in aged capEC DEGs (Fig. 3a, number of overlapped genes = 18; *P* = 0.022, hypergeometric test). While numerous risk genes of other neurovascular and neurodegenerative diseases also overlapped with aged EC DEGs, they did not reach statistical significance for overrepresentation in any EC subtypes (Fig. 3a, e.g. number of overlapped genes for stroke genes and capEC DEGs = 4; *P* = 0.067). Notably, we found an upregulation of *Cd2ap* (Fig. 3a), which has previously been shown to be required for the maintenance of normal BBB^52^ and its loss-of-function variants may contribute to AD pathogenesis by impairing BBB integrity. 

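*Cd2ap* had 168 ± 72.2 CPM (SD, n = 3) in young adult and 188 ± 84.7 in aged capEC, a *lnFC* of 0.16 ± 0.31 (SE) by edgeR (adjusted *P* = 0.999; with the batch term 0.12 ± 0.13 (SE) at an adjusted *P* of 0.851), and 204 ± 78.5 and 265 ± 135 CPM in aEC1 (*lnFC* 0.28 ± 0.33 (SE)). In capEC it rose in 3 of 3 batches. Of the 3 pairs of *Cd2ap* or *Dlc1* and a subtype, 0 had an unadjusted p under 0.05 without and 1 with the batch term, and 0 and 0 passed adjusted over the list alone, which was drawn from these samples and is not independent evidence. Among cells, the hurdle test called 3 by FDR and 3 by Bonferroni adjustment. The overlap of DEGs with risk loci was not analysed here. *Cd2ap* lies on chromosome 17 from 42792951 to 42876665.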

We also noted the upregulation of *Dlc1* in aged capEC (Fig. 3a), which has also been identified as an upregulated gene in human AD patient entorhinal cortex ECs^53^. 

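*Dlc1* in capEC had 249.7 ± 47.4 CPM (SD, n = 3) in young adult and 332 ± 97.4 in aged mice. Its *lnFC* was 0.30 ± 0.19 (SE) by edgeR, with unadjusted p = 0.140 and adjusted *P* = 0.999; with the batch term it was 0.29 ± 0.12 (SE) at an adjusted *P* of 0.420. It was higher in 3 of 3 batches. *Dlc1* lies on chromosome 8 from 36567751 to 36953143.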

Our data thus support that AD has a unique vascular ageing component, especially in the capillary endothelium, among other neurodegenerative diseases.

**Fig. 3:**
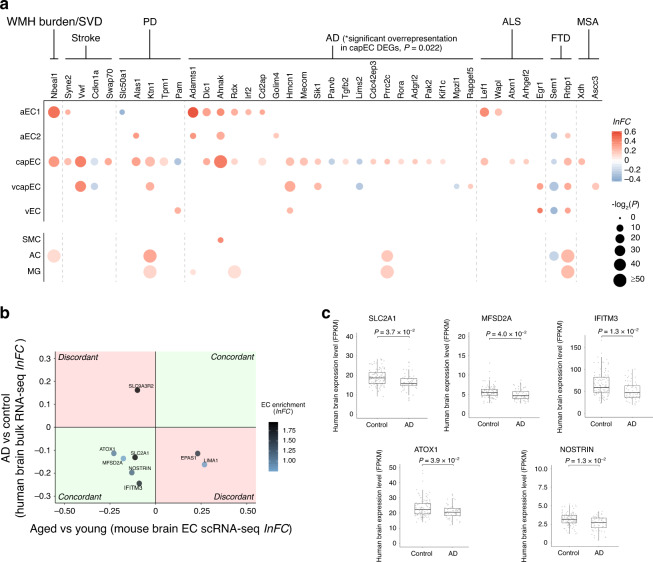
Disease associations of aged brain endothelial cell differential expressions. **a** Differential expression profiles of aged brain EC subtype DEGs whose human orthologs are GWAS genes of cerebrovascular or neurodegenerative diseases examined. capEC DEGs had the most overlap with a significant overrepresentation of AD GWAS genes (*P* = 0.022, hypergeometric test). The differential expressions of these genes in smooth muscle cell (SMC), astrocyte (AC), and microglia (MG) are also shown. Disease abbreviations: WMH burden white matter hyperintensity burden, SVD cerebral small vessel disease, PD Parkinson’s disease, AD Alzheimer disease, ALS amyotrophic lateral sclerosis, FTD frontotemporal dementia, MSA multiple systems atrophy. **b** Human AD brain differential expressions relative to age-matched control subjects (FDR-adjusted *P*-value < 0.05, *y*-axis) plotted against expression changes in pooled aged mouse brain ECs (*x*-axis), showing aged mouse brain EC DEGs whose human orthologs had concordant (first and third quadrants, light green) or discordant (second and fourth quadrants, light red) expression changes in human AD brains. Only DEGs with at least twofold EC-enrichment (*lnFC* of EC expression relative to other cell types >0.7) are shown, with color of dots representing the degree of enrichment. **c** Human brain expression levels of genes with concordant expression changes in human AD and aged mouse brains (*n* = 111 samples from 30 control brains, 58 samples from 16 AD brains; two-sided unpaired *t*-test with FDR-adjustment for multiple comparisons). Black horizontal line: median; upper and lower bounds of box: 75th and 25th percentiles respectively; upper and lower bounds of vertical lines: upper quartile + 1.5 × interquartile range or maximum (whichever is smaller), and lower quartile − 1.5 × interquartile range or minimum (whichever is larger), respectively.

We then attempted to identify aged mouse brain EC subtype DEGs with the same expression changes in human AD brains. We calculated DEGs for human AD versus control brains with no dementia (aged 78 – over 100 years old), from the Allen Brain Institute Aging, Dementia and Traumatic Brain Injury study dataset of human brain bulk RNA sequencing^54,55^. After selecting for EC-enriched genes, the directionality of change of the human AD DEGs was compared to the EC subtype DEGs. This revealed five EC-enriched genes with the same changes found in aged mouse and human AD patient brains (Fig. 3b, c). Manual review of the Human Protein Atlas^56^, Allen Brain Atlas human brain single-nucleus RNA-seq data^57^ and available literature confirmed human brain EC expression for four of these genes (Supplementary Table 4). 

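On the mouse side, 5 of the 5 genes were lower in pooled aged ECs, where *Ifitm3* went from 1674 ± 149 to 1494 ± 387 CPM (SD, n = 3 libraries; *lnFC* -0.11 ± 0.20 (SE)), *Nostrin* from 273 ± 126 to 263 ± 103 (*lnFC* -0.041 ± 0.25 (SE)) and *Atox1* from 1633 ± 52.0 to 1275 ± 138 (*lnFC* -0.25 ± 0.15 (SE)). EdgeR called 0 of the 5 without and 0 with the batch term, at unadjusted p under 0.05 0 and 2, and adjusted over the list alone 0 and 1; the mouse samples took part in choosing the list, which is thus not independent evidence. By Bonferroni adjustment the hurdle test called 4. All 5 were enriched in ECs over the other cell types of the same libraries, with *lnFC* of 3.37 for *Nostrin*, 2.61 for *Slc2a1*, 1.68 for *Mfsd2a*, 1.92 for *Ifitm3* and 0.96 for *Atox1*; 1573 of 12497 tested genes were enriched. The human data were not analysed here. *Nostrin* lies on chromosome 2 from 69135800 to 69189330.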

Interestingly, all five genes had concordant downregulation in aged mouse and AD brains (Fig. 3b, c), whereby several of them have important functional roles at the BBB. For instance, consistent with previous reports, reduced expression of *Slc2a1* in AD brains was found^58,59^ (Fig. 3b, c). On the other hand, the aged mouse brain capEC-downregulated DEG *Mfsd2a* (Fig. 2b) also had reduced expression in AD brains compared to non-demented aged human brains (Fig. 3b, c), suggesting a possible contribution to BBB breakdown in AD. *Ifitm3*, an IFN-responsive gene that plays an important role in restricting viral invasion^60^ was also found downregulated in multiple aged mouse brain EC subtypes (Fig. 2b) and human AD brains (Fig. 3b, c). We also carried out a similar comparative analysis using the Mayo Clinic AD brain bulk RNA-seq dataset^61^. This identified the concordant upregulation of four EC-enriched genes, including *Dlc1*, among others (Supplementary Fig. 5a, b). The difference of genes found with the Allen Brain Institute and Mayo Clinic datasets may reflect the heterogeneity of human AD brain datasets due to differences in patient cohorts, brain region sampling, specific tissue processing, and sequencing protocols adopted.

Therefore, in addition to the overrepresentation of AD GWAS genes, we have found a multitude of similar expression changes in the normal aged mouse and human AD brains that are functionally important and may contribute to degenerative changes. In the human AD brain, a decrease in neuronal population may lead to exaggerated upregulation while masking downregulation of non-neuronal genes detected by bulk RNA sequencing. The expression of downregulated genes we found may therefore be more prominently reduced in the human AD brain ECs, while the upregulated genes are yet to be further validated.

### Comparing EC expression changes in aged human brains

We speculated that some of the transcriptomic changes found in aged mouse brain ECs are conserved and detectable in normal human aged brains with bulk RNA sequencing data, available from the Genotype-Tissue Expression (GTEx) project database^62^. We performed two types of comparisons, by dividing the data in the database into two age groups (≥60 versus <60 years old) or regression of expression level with respect to age (range: 46–70 years old). This revealed a total of 41 human orthologs of aged mouse brain EC-enriched DEGs that exhibited statistically significant differential expression across age in the human brain (Supplementary Fig. 6a, b). Of note, the majority of these DEGs were upregulated in aged human brains (90.2%, 37 out of 41; Supplementary Fig. 6a, b), and most of these genes have confirmed human brain EC expression (95.1%, 39 out of 41, see Supplementary Table 4). In all, 20 human homologs of upregulated aged mouse brain EC DEGs had a concordant increase in expression in aged human brains (Supplementary Fig. 6a, b). These included numerous BBB regulation-associated genes (e.g. *Iqgap1*, *Ptprb*, *Timp3*, and *Flt1*) and AD-associated genes (including the P-glycoprotein gene *Abcb1a*, *Adamts1*, *Ahnak*, and *Mecom*; Supplementary Fig. 6a–d). However, 19 EC-enriched genes had different directionality of change in human aged brains, among which most (89.5%, 17 out of 19) had increased expression in aged human brains but downregulated in aged mouse brain ECs (Supplementary Fig. 6a–d). These included several genes with important functions at the BBB, such as *Cldn5*, *Slc2a1*, and *Ifitm3* (Supplementary Fig. 6a–d). Additionally, *Mfsd2a* exhibited a trend of upregulation in aged human brains (Supplementary Fig. 6c). 

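In pooled ECs of aged mice, *lnFC* (± SE, 3 libraries against 3) were 0.35 ± 0.16 for *Iqgap1*, 0.25 ± 0.17 for *Ptprb*, 0.37 ± 0.13 for *Timp3*, 0.21 ± 0.15 for *Flt1*, 0.20 ± 0.15 for *Abcb1a*, 0.45 ± 0.26 for *Adamts1*, 0.23 ± 0.22 for *Ahnak* and 0.13 ± 0.16 for *Mecom*. *Mecom* rose from 256 ± 59.0 to 293 ± 26.7 CPM and *Adamts1* from 269.9 ± 68.0 to 425 ± 200.0. With *Epas1*, edgeR called 0 of 9 without and 1, *Timp3*, with the batch term; at unadjusted p under 0.05 there were 2 and 5. Adjusted over the list alone 0 and 4 passed, on a list partly chosen on these samples and so not independent evidence. The hurdle test called 8 by FDR and 8 by Bonferroni adjustment. The enrichment in ECs over other cell types had *lnFC* of 1.77 for *Iqgap1*, 3.52 for *Ptprb*, 1.30 for *Timp3*, 3.54 for *Flt1*, 3.49 for *Abcb1a*, 1.48 for *Adamts1*, 2.11 for *Ahnak* and 3.47 for *Mecom*. Human brains were not analysed here. *Abcb1a* lies on chromosome 5 from 8660077 to 8748575, *Adamts1* on chromosome 16 from 85793827 to 85803113, *Ahnak* on chromosome 19 from 8989284 to 9076914 and *Mecom* on chromosome 3 from 29951296 to 30548008.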

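In pooled ECs, *Epas1* had 797 ± 130.4 CPM (SD, n = 3) in young adult and 1025 ± 44.2 in aged mice, with single libraries from 657 to 915 and from 988 to 1074. Its *lnFC* was 0.25 ± 0.14 (SE) by edgeR (adjusted *P* = 1.00), with the batch term 0.26 ± 0.085 (SE) at an adjusted *P* of 0.196, and it was enriched in ECs (*lnFC* 2.14). It rose in 3 of 3 batches. *Epas1* lies on chromosome 17 from 86753700 to 86833410.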

We only noted one gene, *Epas1*, that exhibited concordant upregulation in aged mouse and human brains but downregulated in the human AD brain. However, a previous study reported its upregulation in the human AD entorhinal cortex ECs^53^. Further studies are required to explore and identify more such genes, which may represent important divergent changes in AD from normal ageing. Like AD brains, expression quantification of the ageing human brain by bulk RNA sequencing may be confounded by a decrease in neuronal population, exaggerating upregulations and masking downregulations of non-neuronal genes. This may partly account for the general trend of upregulation and some of the discordances found.

### GLP-1R agonist treatment potently reverses brain EC ageing

We next asked if the complex subtype-dependent transcriptomic alterations of aged brain ECs are amenable to pharmacological intervention with improvements in neurovascular deficits. Since transcriptomic changes involving neurovascular regulatory, immune/cytokine signaling and energy metabolism pathways may all impact EC function and the BBB, we went on to assay ageing-associated BBB leakage and tested its reversibility. GLP-1R agonists had reported therapeutic efficacies in both animal models and human clinical trials in neurodegenerative conditions^27–33^. At other body sites (e.g. the myocardium), GLP-1R agonist treatment has been reported to improve endothelial function, energy metabolism, and exert immunomodulatory effects^35–39,63,64^. We thus postulated that GLP-1R agonists might have neurovascular protective effects that partly explains its general applicability as potential therapeutics for multiple neurodegenerative conditions with ageing-associated neurovascular defects as a shared pathological component.

To assay BBB integrity, we performed in vivo two-photon imaging of extravasation of intravenously injected fluorophore-conjugated dextran in the cerebral cortex. Consistent with a previous report^25^, we did not observe extravasation of large molecular weight (70 kDa) dextran in either age groups (Fig. 4a). Compared to young adult (2–3 months old) mice, aged (18–20 months old) mice showed 15.8-fold increase of 40 kDa TRITC-conjugated dextran (TRITC-dextran) extravasation in the cerebral cortex (see Methods section), signifying increased BBB leakage (Fig. 4a, b; volume of extravasated TRITC-dextran in aged vs young adult group, *P* = 2.2 × 10^−5^, three image stacks were acquired to obtain the mean for each animal, *n* = 3 mice for each group, one-way ANOVA with Tukey’s post-hoc test). Consistent with our hypothesis, 4–5-week treatment of aged mice by the GLP-1R agonist exenatide (5 nmol/kg/day, intraperitoneal injection starting at 17–18 months old) reduced TRITC-dextran extravasations in the cerebral cortex by more than 50% (Fig. 4a, b, *P* = 5.9 × 10^−4^ compared to 18 m.o. untreated group, 3 image stacks were acquired to obtain the mean for each animal, *n* = 3 mice for each group, one-way ANOVA with Tukey’s post-hoc test; also see Supplementary Fig. 7 for an independent batch of experiments verifying the therapeutic effect of exenatide over saline vehicle). We did not find differences in vascular length density across the different groups (Fig. 4c, average cortical vascular length density ± S.E.M. = 0.95 ± 0.11, 0.94 ± 0.03, 0.84 ± 0.11 × 10^7^ μm per mm^3^ in young adult, aged and exenatide-treated aged groups respectively, *P* = 0.68, one-way ANOVA), indicating that the BBB leakage comparisons were not confounded by a potential age-related change in vascular density^65^.

**Fig. 4:**
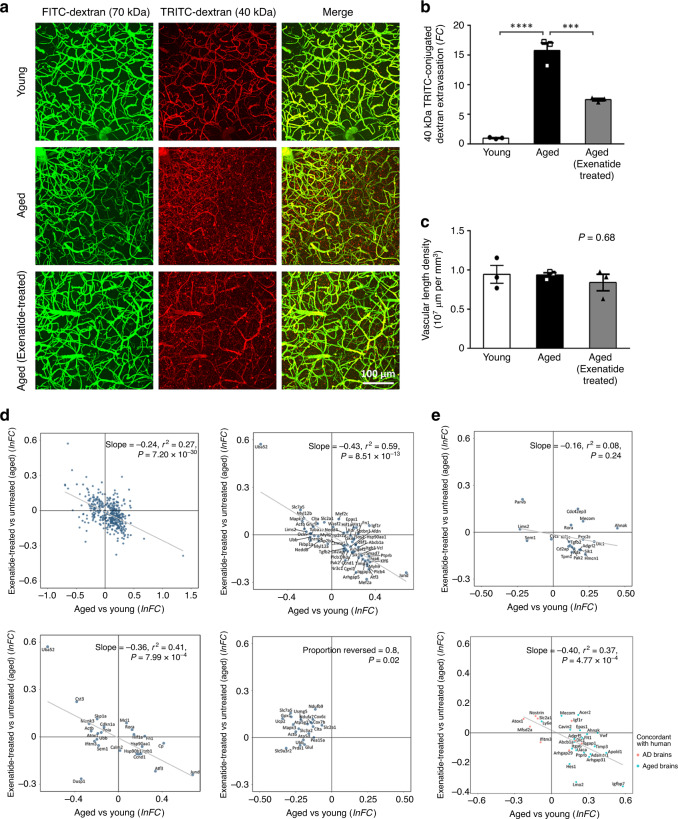
Functional and transcriptomic reversal of ageing-associated endothelial changes by exenatide treatment. **a** Three-dimensional rendered images (top view) of in vivo two-photon imaging of cerebral vasculature and blood–brain barrier (BBB) leakage in the mouse somatosensory cortex by co-injection of 70 kDa FITC-conjugated dextran (FITC-dextran, green) and 40 kDa TRITC-conjugated dextran (TRITC-dextran, red). FITC-dextran remained in the vasculature and allowed reconstruction of vessels, while extravasation of TRITC-dextran served as an indicator of BBB leakage which was quantified for young adult, aged and exenatide-treated aged mouse groups. **b** Volumetric quantification of TRITC-dextran extravasation showing BBB breakdown in aged (18–20 months old) relative to young adult mice (2–3 months old) (mean fold change (*FC*) in volume of extravasated TRITC-dextran relative to young adult group ± S.E.M. = 15.8 ± 1.3; *P* = 2.2 × 10^−5^ for aged vs young adult mouse group, 3 image stacks were acquired to obtain the mean for each animal, *n* = 3 mice for each group, one-way ANOVA with Tukey’s post-hoc test), which was significantly reduced by exenatide treatment (5 nmol/kg/day I.P. for 4–5 weeks starting at 17–18 months old, mean fold change relative to young adult group ± S.E.M. = 7.5 ± 0.2; *P* = 5.9 × 10^−4^ for exenatide-treated vs untreated aged mouse group, 3 image stacks were acquired to obtain the mean for each animal, *n* = 3 mice for each group, one-way ANOVA with Tukey’s post-hoc test). **c**, Cortical vascular length density from the three experimental groups (mean cortical vascular length density ± S.E.M. = 0.95 ± 0.11, 0.94 ± 0.03, 0.84 ± 0.11 × 10^7^ μm per mm^3^ in young adult, aged and exenatide-treated aged groups respectively, *P* = 0.68, one-way ANOVA). Source data underlying **b**, **c** are provided as a Source Data file. **d** Reversal of brain capillary EC overall (left upper panel), vascular regulatory (right upper panel), immune/cytokine signaling (left lower panel) and energy metabolism (right lower panel) associated gene expression changes by exenatide treatment in aged mouse. **e** Reversal of aged mouse brain EC differential expressions whose human orthologs are AD GWAS genes in capEC (upper panel), or had concordant changes in human normal aged or AD brains in all ECs pooled (lower panel).

Remarkably, the improvement of BBB integrity was associated with reversal of ageing-associated gene expression changes in brain ECs (Fig. 4d, e and Supplementary Fig. 8). 

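Exenatide is a peptide agonist of the GLP-1 receptor. By the paper's methods, aged mice received 5 nmol/kg by daily injection from 17 to 18 months of age for 4 to 5 weeks. The deposited data hold 3 libraries of treated mice, numbered 1, 2 and 4 like the others and each named for 3 mice, with 9546, 7411 and 11664 cells and 13486446, 9850017 and 21574046 UMIs (median total 13486446). They held 3042, 2390 and 2614 ECs at a median of 1175, 1192 and 1636 UMIs per EC, and 7239 of the 8046 ECs carry a subtype. The share of vcapEC among them was 25.1 ± 6.61% (SD, n = 3 libraries), a difference from untreated aged mice of -3.07 points (exact permutation p = 0.7).

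The paper takes the change from young adult to aged mice and that from aged to treated mice, and counts a gene as reversed when their signs differ. Both changes are computed from the same 3 aged libraries, which enter the first with a plus and the second with a minus sign. Any deviation of an aged library from the mean of its group therefore pushes both changes in opposite directions, even if exenatide does nothing. This raises the share of opposite signs, and a test against a chance level that ignores it is not decisive. The choices that could change the result are thus the comparison that stands for no effect, the set of genes and the batch term.

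Treated against untreated aged mice, edgeR over libraries called 0, 0, 0, 0, 0 and 0 genes in aEC1, aEC2, capEC, vcapEC, vEC and avEC, with 86, 36, 66, 75, 44 and 16 at unadjusted p under 0.05, and with the batch term 0, 0, 0, 0, 0 and 0, with 375, 246, 302, 345, 223 and 93. The hurdle test over single cells called 663, 393, 370, 608, 215 and 25 by FDR and 67, 40, 29, 160, 21 and 9 by Bonferroni adjustment. Treated mice were also set against young adult ones with the batch term. A full return would leave no DEGs there, but edgeR found 48, 21, 36, 37, 17 and 4.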

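The set of capEC genes significant in single cells at any *lnFC* was formed with the hurdle test. By FDR it held 2384 of the 2621 genes tested, so it was most of them rather than a narrow selection. Of these, 1269 were up and 1115 down in aged mice, of which 70.9% and 58.8% changed sign with exenatide (*r*2 across genes, which are not independent replicates, 0.196). By Bonferroni adjustment it had 366 up and 229 down, with 73.2% and 64.6% reversed (*r*2 = 0.267). Over libraries, the set of DEGs had 0 genes without and 14 with the batch term, 57.1% of the latter reversed. Genes at an unadjusted p under 0.01 were therefore used as well. Of 40 such genes without the term, 15 of 18 up (83.3%) and 21 of 22 down (95.5%) were reversed (*r*2 = 0.535). Of 195 with the term, 75.8% of those up and 91.3% of those down were reversed (*r*2 = 0.487).

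These shares were then set against arrangements of the libraries in which aged and treated ones trade places. Exchanging the labels aged and treated within batches gives 8 arrangements, and in each the set of genes was formed anew. By FDR, 65.3% of all genes of the set had opposite signs under the true labels and from 59.6 to 77.9% under the other 7; 5 of 8, the true one included, were as high. By Bonferroni adjustment the value was 69.9%, the others reached from 66.2 to 83.0%, and 6 of 8 were as high. Over libraries with the batch term it was 84.1%, against 69.8 to 88.4%, with 4 of 8 as high. With all 3 pairs exchanged, so that the first change runs from young adult to treated and the second from treated to untreated aged mice, 61.3% of the genes of the FDR set had opposite signs.

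When the ageing genes came from 1 batch and the exenatide change from the other 2, so that no aged library entered both, 49.8% of the genes were reversed on average over the 3 choices (from 47.7 to 51.5%; up 53.0%, down 42.7%; *r*2 = 5.4e-04). By the same procedure the ageing change itself kept its sign in 55.1% of these genes. With the genes taken from 2 batches and the exenatide change from the third, the means were 45.3% (from 31.7 to 53.3%) reversed and 58.2% of ageing signs kept. These are unweighted means over choices of unequal size. The lowest share, with batch 4 as the third, rested on 27 genes up and 14 down, the highest on 260 and 250. The mean below 50% thus leans on a small set of genes.

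Simulated libraries with the estimated ageing changes and no exenatide effect gave a median of 79.8% for genes at unadjusted p under 0.01 in the fit with the batch term (from 77.3 to 82.5%, 30 draws), below the observed 84.1%. Those simulations yielded 616 such genes instead of 195, because estimated changes include noise. With the ageing changes scaled by 0.5, they yielded 176 genes and 90.9% reversed, and 20 of 20 draws were as high as observed. The observed share in capEC thus lay above each draw of the first simulation and below each draw of the second.

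**Figure D4:**
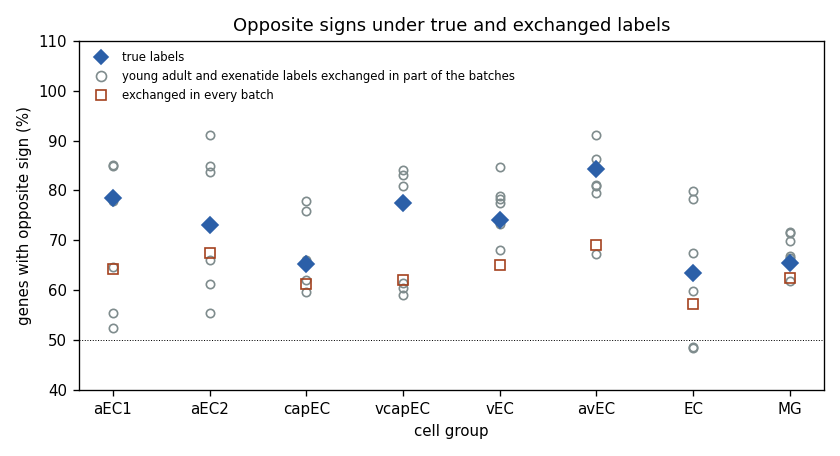
Percent of genes with opposite signs (vertical axis; hurdle test, FDR set) in each EC subtype, pooled ECs and microglia, under the true labels, with the labels of some batches exchanged and with those of every batch exchanged; each point is 1 of 8 arrangements. The labels exchanged were those of aged and treated mice, although the legend names young adult and exenatide. For capEC the true labels give 65.3% and the highest other arrangement 77.9%.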

For statistically significant capEC DEGs (i.e. adjusted *P*-value < 0.05 regardless of |*lnFC*|), exenatide treatment reversed the expression changes of 76.4% upregulated (217 out of 284, *P* = 3.0 × 10^−11^ compared to chance level) and 63.4% downregulated DEGs (85 out of 134, *P* = 6.9 × 10^−7^ compared to chance level; Fig. 4d, left upper panel, *r*^*2*^ = 0.27; *P* = 7.2 × 10^−30^). This reversal effect also applies to other EC subtypes (Supplementary Fig. 8). 

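In aEC1, aEC2, vcapEC, vEC and avEC, the hurdle test's FDR set at any *lnFC* held 1119, 1612, 850, 994 and 96 genes. The genes tested were 2987, 3218, 2817, 2606 and 3165, and in pooled ECs the set held 2767 of 2835. Of the set's genes, 78.6, 73.0, 77.4, 74.0 and 84.4% had opposite signs in the same order, and in pooled ECs 63.4%. Of the 8 arrangements of labels, 3, 4, 4, 5 and 3 were as high in the 5 subtypes and 4 in pooled ECs, the true one included. The highest other arrangement reached 85.0, 91.0, 84.1, 84.7 and 91.0%. Over libraries, with the batch term and genes at unadjusted p under 0.01, the shares were 84.3, 82.4, 85.4, 84.7 and 73.7%, and 3, 4, 3, 4 and 7 of 8 arrangements were as high. With the ageing genes from 1 batch and the exenatide change from the other 2, the means were 53.4, 55.2, 52.9, 51.7 and 54.7%. These means are unweighted. The highest single value in aEC2 (66.7%) rested on 19 genes up and 2 down, and that in avEC (66.7%) on 9 up and 0 down. In none of the 5 did the true labels give a higher share than every other arrangement. The *r*2 of both changes in the genes at unadjusted p under 0.01, across genes, which are not independent replicates, was 0.593, 0.579, 0.533, 0.536 and 0.363, and the highest in another arrangement 0.580, 0.592, 0.524, 0.556 and 0.635, so that by *r*2 the true labels stood highest in aEC1 and vcapEC. Simulations with no exenatide effect gave a median *r*2 of 0.666 and 0.674 in aEC1 and vcapEC with the ageing changes scaled by 0.5, and 0.392 and 0.420 unscaled.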

Classifying the DEGs by functionality, strong reversal was found for neurovascular regulatory (Fig. 4d, right upper panel, 76.7% of DEGs reversed, *r*^*2*^ = 0.59; *P* = 8.51 × 10^−13^) and immune/cytokine signaling (Fig. 4d, left lower panel, 66.7% of DEGs reversed, *r*^*2*^ = 0.41; *P* = 7.99 × 10^−4^) related genes identified from pathway analysis in capEC. 

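Of the 30 neurovascular genes that the text names for capEC, 21 changed sign with exenatide in edgeR's fit over libraries (18 with the batch term), and of 9 immune genes 8 (8). None of these exenatide changes was significant over all genes. In treated capEC (mean ± SD, n = 3 libraries; *lnFC* ± SE against untreated aged mice), the named genes included *Klf6* (957 ± 55.5 CPM, *lnFC* -0.25 ± 0.14), *Flt1* (3666 ± 795 CPM, *lnFC* 0.089 ± 0.16), *Lef1* (407 ± 192 CPM, *lnFC* 0.011 ± 0.24), *Smad7* (127 ± 64.0 CPM, *lnFC* -0.12 ± 0.41), *Fn1* (500.0 ± 132 CPM, *lnFC* 0.047 ± 0.17) and *Vcl* (80.1 ± 18.9 CPM, *lnFC* -0.32 ± 0.26). The smallest unadjusted p among the 6 was 0.0937 by edgeR. The metallothionein genes went to 1168 ± 464 CPM for *Mt1* (*lnFC* 0.24) and 279 ± 77.9 for *Mt2* (0.23), and *Sparc* to 892 ± 193 (-4.2e-05). Of all 213 pairs of a text gene and a group that had the stated direction, 130 changed sign.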

The majority of downregulated respiratory electron transport chain- and glucose/energy metabolism-associated genes were upregulated by exenatide treatment in capEC (Fig. 4d, right lower panel, 80% upregulated, *P* = 0.02 compared to chance level). 

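Of the 91 nuclear genes of the respiratory chain and ATP synthase, 66 were lower in aged capEC, and 47 of these (71.2%) were higher with exenatide; with the batch term 42 of 67 were (62.7%). Of all tested genes, 50.0% were higher with exenatide. The median exenatide *lnFC* of the set was 0.013, and 0 of its genes was called by edgeR. Among the genes of the set that the hurdle test called down in aged capEC, 16 of 23 (69.6%) rose by Bonferroni adjustment and 44 of 63 (69.8%) by FDR. In pooled ECs 53.2% of the 79 lower genes rose. The set's own exenatide change in capEC gave a p of 0.256 by camera and 0.865 by fry. These genes vary together, so their number does not measure independent evidence. *Ucp2* went to 246 ± 68.5 CPM (n = 3; *lnFC* 0.19 ± 0.22).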

Finally, the observation also generalized to the subcategory of DEGs whose human orthologs are AD-associated (Fig. 4e, upper panel, 68.4% of DEGs reversed, *r*^*2*^ = 0.08; *P* = 0.24) in capEC, or with concordant changes in the normal aged or AD human brains (Fig. 4e, lower panel, 75.9% of DEGs reversed, *r*^*2*^ = 0.37; *P* = 4.77 × 10^−4^) in all ECs pooled. We have thus shown that despite the complexity, the transcriptomic and functional changes in aged brain ECs are amenable to pharmacological interventions.

### Associated attenuation of age-related microglial priming

BBB leakage could lead to microglial activation^66^, while activated microglia could reciprocally mediate BBB sealing in acute cerebrovascular injury^67,68^, as well as BBB breakdown via cytokine production and astrocyte endfeet phagocytosis in ageing or chronic pro-neuroinflammatory conditions^67,69^. Numerous ageing- and neurodegenerative disease-enriched microglial genes, which may play a role in priming microglia to be activated, have been previously reported^70,71^. We thus examined the expression changes of these and activation-associated genes in the aged brain microglia, and after GLP-1R agonist treatment. Immunostaining revealed a trend of higher IBA1+ microglia density in ageing, in line with previous reports^25,72^, which was reduced with exenatide treatment (Supplementary Fig. 9a, b, mean IBA1+ cell density ± S.D. = 141 ± 36 per mm^2^ in young adult group, 171 ± 34 per mm^2^ in aged group, and 154 ± 28 per mm^2^ in exenatide-treated aged group brain sections; *n* = 9, 8, and 12 imaged hippocampal and cortical regions of 4, 3, and 3 mice from young adult, aged, and exenatide-treated aged groups respectively; *P* = 0.17, one-way ANOVA). Interestingly, scRNA-seq revealed that the upregulation of various ageing- and neurodegenerative disease-enriched genes in microglia^70,71^ was attenuated by exenatide treatment (Supplementary Fig. 9c, d). These included the classical AD risk gene *Apoe*, among others (*Ccl4*, *Ccl6*, *Cd9*, *Cd52*, and *Timp2*; Supplementary Fig. 9c, d). Therefore, the reversal of ageing-associated EC transcriptomic changes and BBB leakage by GLP-1R agonist treatment, was also associated with an attenuation of microglial ageing- and disease-associated signature.

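Microglia, the resident immune cells of the brain, numbered 8815, 2952 and 7727 in young adult, aged and treated aged mice, with 656751 to 5794524 UMIs per library. In TMM-scaled CPM (mean ± SD, n = 3 libraries each), *Apoe* had 2026 ± 729, 2878 ± 1217 and 2881 ± 894, *Ccl6* had 110.4 ± 21.2, 164 ± 16.8 and 124 ± 14.8 and *Cd9* had 1266 ± 127, 1534 ± 195 and 1226 ± 90.9. Likewise, *Ccl4* had 4452 ± 758, 4977 ± 1799 and 5204 ± 921, *Cd52* had 341 ± 39.1, 468 ± 71.6 and 467 ± 26.3 and *Timp2* had 191 ± 164, 316 ± 352 and 316 ± 304. The *lnFC* with age and with exenatide (± SE) were 0.35 ± 0.27 and 3.7e-04 ± 0.27 for *Apoe*, 0.11 ± 0.18 and 0.045 ± 0.18 for *Ccl4*, 0.40 ± 0.14 and -0.28 ± 0.14 for *Ccl6*, 0.19 ± 0.12 and -0.22 ± 0.12 for *Cd9*, 0.32 ± 0.12 and -0.0043 ± 0.12 for *Cd52* and 0.51 ± 0.68 and -0.0075 ± 0.67 for *Timp2*. *Ccl6* and *Cd9* thus fell in treated mice, whereas *Apoe*, *Cd52*, *Ccl4* and *Timp2* stayed near their aged level.

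All 6 genes were higher in aged mice. EdgeR called 0 over all genes (2 at unadjusted p under 0.05) and 0 adjusted over the list alone; with the batch term 0 (5) and 5. The paper drew its candidate genes from earlier literature, but it names those that changed in these samples. The count over the list is thus not fully independent evidence. Over single cells, the hurdle test called 5 by Bonferroni adjustment. Of the 6, 4 had the opposite sign with exenatide in edgeR's fit, and 2 with the batch term. By edgeR over all genes, none was significant in treated against untreated aged mice. *Timp2* depended on single libraries, with values from 111 to 723 CPM in aged mice. *Apoe* lies on chromosome 7 from 19696109 to 19699188, *Ccl4* on chromosome 11 from 83662584 to 83664683 and *Ccl6* on chromosome 11 from 83587882 to 83593087. *Cd9* lies on chromosome 6 from 125460266 to 125494791, *Cd52* on chromosome 4 from 134082448 to 134095082 and *Timp2* on chromosome 11 from 118301069 to 118355740.

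In microglia, edgeR called 0 DEGs with age (244 at unadjusted p under 0.05; 37 with the batch term) and 0 with exenatide (59; 0 with the batch term); the hurdle test called 560 and 345 by FDR. The hurdle test's FDR set at any *lnFC* held 2073 of the 2080 genes tested, nearly all of them. The share of opposite signs in it was 65.5%, with 6 of 8 label arrangements as high. Over libraries with the batch term, for genes at unadjusted p under 0.01, it was 85.5%, above every other arrangement (the highest 81.0%). The *r*2 across genes, which are not independent replicates, was 0.520 (the highest other 0.497). For the 37 DEGs of that fit the share was 70.3%, and the highest other arrangement reached 78.9%. With the ageing genes from 1 batch and the exenatide change from the others it was 52.4%. Microglia were also simulated with no exenatide effect, for genes at unadjusted p under 0.01 with the batch term. With the ageing changes scaled by 0.5 (276 genes), the median share was 89.7%, and 19 of 20 draws were as high as the observed 85.5%. Unscaled (891.5 genes), it was 77.3%, and 0 of 20 were. The observed share lay between both medians, so it is not decisive. *Ccl6* and *Cd9* moved back by more than their SE, and the other 4 by less or not at all.

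**Figure D5:**
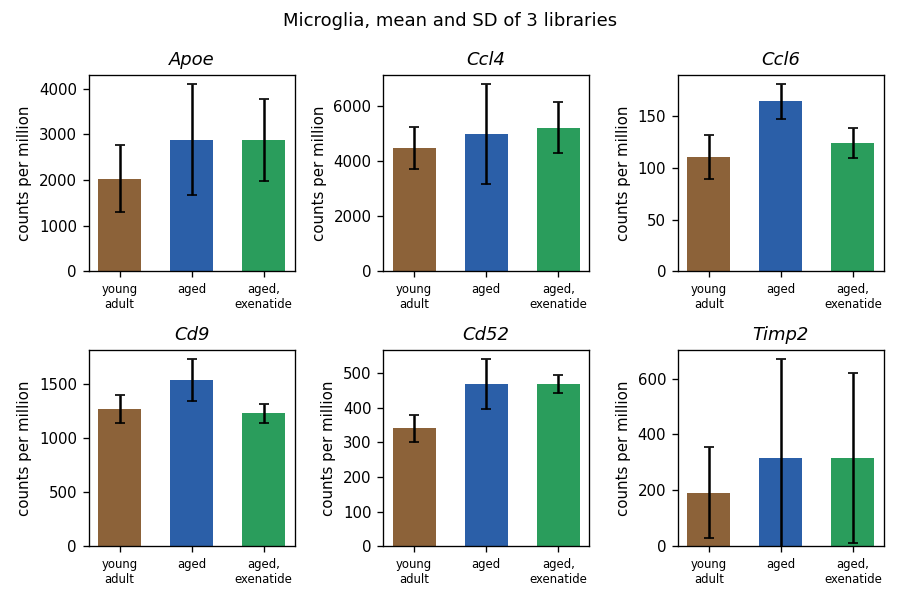
TMM-scaled CPM (vertical axis) of 6 genes in microglia of young adult, aged and exenatide-treated aged mice; bars are means of 3 libraries and error bars the SD. *Ccl6* (164 to 124) and *Cd9* fall from aged to treated mice, while *Apoe* does not.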

## Discussion

Advances in single-cell transcriptomic profiling have led to the introduction of the vascular zonation concept, which enables the fine classification of EC subtypes along the arteriovenous axis based on gene expression differences, highlighting their potential functional distinctions^13^. This opens up the possibility of studying how distinct EC subtypes may be selectively vulnerable in neurovascular and neurodegenerative diseases^6^. In this study, we focus on uncovering transcriptomic changes in aged brain ECs subtypes that may underlie neurovascular dysfunction and increased susceptibility to ageing-associated neurodegenerative conditions. This could potentially advance our understanding of normal ageing changes as a common factor in these diseases, paving the way for further studies of how disease-specific factors lead to differentially compromised NVU function in different conditions.

By classifying EC transcriptomes into six major subtypes according to the reported expression patterns of arteriovenous-variable genes, we uncovered both common and specific ageing-associated transcriptomic changes in the different EC subtypes. Among BBB-associated pathways with enrichment of expression changes, altered TGF-β, VEGF, and immune/cytokine signaling appear to impact all vascular segments, while others exhibit subtype-specific changes that notably all impact capEC^73^. Despite the partially overlapping zonation of capEC and vcapEC in capillaries, ageing-related expression changes are more prominent in capEC. On the other hand, although energy metabolism-related pathway genes had altered expression in both arterial and capillary ECs, joint-downregulation of multiple cytochrome oxidase subunits, ATP synthase, NADH:ubiquinone oxidoreductase, and SLC transporter genes only occur in capillary ECs. Our findings thus revealed that the fine zonation classification of ECs is directly relevant to their gene expression and functional changes in the aged brain.

Importantly, we found that VEGF and various cytokine-related signaling pathways are altered in aged capEC and vcapEC. These pathways have been implicated in BBB disruption in ageing, multiple sclerosis and related disease models, or direct injection of the corresponding cytokines^46–50^. Apart from ageing, enrichment of immune/cytokine signaling-associated genes at the BBB has also been reported in several neurological disease models^74^. Recently, alterations of vascular-immune cell interactions and glial cells in the aged brain are becoming better understood. These include VCAM1-mediated leukocyte tethering and endothelial activation in the hippocampus^25,43^, and infiltrated T-cell-mediated IFNγ pathway activation in multiple cell types in the subventricular zone^24^. Suppression of EC-orchestrated immune responses has also been reported^75^. Indeed, one may speculate that in the aged brain, physiological immune responses of brain ECs may be hampered as maladaptive immune responses prevail. While age-related microglial activation is relatively well reported and studied^69,70^, reactive astrocyte phenotypes with upregulation of complement and MHC-related genes, downregulation of cholesterol metabolism, as well as altered expression of synaptic regulatory genes in the aged brain are also becoming more thoroughly characterized^76,77^. Transcriptomic and associated functional changes in capEC and vcapEC we identified, therefore, can jointly contribute with these changes in the aged brain to mediate BBB breakdown, neuroinflammation and neurodegenerative disease susceptibility.

In AD, neurovascular dysfunctions manifesting in reduced cerebral blood flow, impaired neurovascular coupling, and BBB breakdown precede neurodegeneration and atrophic changes^17,18^. Interestingly, we found an overrepresentation of AD GWAS genes among the human orthologs of the aged capillary ECs DEGs. Some of these members have known functional roles in the brain vasculature (e.g. *Cd2ap*^52^) and hence more direct interpretations regarding their differential expressions. The mechanistic linkage for the majority of other identified GWAS genes to neurodegeneration remains unclear, and some differential expressions may represent adaptive changes. We noted our list did not overlap with a previous report on overrepresented AD GWAS genes among aged human brain microglia^78^. It seems plausible that the aged microglia-enriched AD GWAS genes have an influence on AD development via altering microglial responses, while the expression changes of at least a subset of the genes we found in ECs have pathogenic and/or adaptive roles in the aged brain vasculature yet to be uncovered.

Additionally, for a subset of aged mouse brain EC DEGs with important functional implications, we found similar changes in human AD brains compared to age-matched controls. Intriguingly, these mostly had downregulation of expression. The reduced expression of GLUT1 glucose transporter gene *Slc2a1* in aged mouse brains resembles that found in human AD^58,59^. GLUT1 heterozygous deletion in ECs has been shown to accelerate the development of pathology in the APP^Sw/0^ mouse model of AD^79^. We also found additional potential linkage of expression changes in the aged brain and AD, such as the endothelial downregulation of *Mfsd2a*. MFSD2A serves as the major transporter for brain uptake of the essential omega-3-fatty acid docosahexaenoic acid across the BBB^80^. It is essential for BBB formation and maintenance, as mice with MFSD2A knockout develop leaky BBB despite grossly normal vasculature morphology^81^. Of note, MFSD2A lipid transport function is required for the inhibition of caveolae-mediated transcytosis across the endothelium^45^. The downregulation of MFSD2A may contribute to BBB breakdown and AD pathogenesis alongside other expression changes. These findings highlight the polygenic nature of AD, with ageing known to be the most important risk factor. Currently, AD pathogenesis studies and drug development rely heavily on mice harbouring familial AD mutant genes as experimental models and concerns often surround the generalizability of conclusions. Indeed, these AD mice are unable to model all aspects of human AD pathology. Our finding that several key loss-of-function changes at the vasculature occur both in aged mouse and human AD brains provides the scientific ground of using aged mice as an alternative model, with additional disease-mimicking factors depending on which research questions to address. For example, temporally controlled expression of mutant amyloid precursor protein and/or presenilin in aged mice may be a more accurate model for AD therapeutics testing. The mechanism(s) for the partial resemblance of aged mouse brain vascular changes to that in the human AD brain and some discordances with the normal aged human brain are yet to be determined. These could be reflecting inter-species differences, whereby the aged mouse brain vasculature is more prone to expression and functional alterations that predispose the nervous system to degenerative changes.

Ageing has long thought to be an irreversible process involving gene expression changes that impact diverse cellular processes. Strikingly, despite the complex subtype-dependent transcriptomic changes, we found a strong reversal effect of GLP-1R agonist treatment in all major EC subtypes that accompanies vascular functional improvements and attenuated age-related upregulation of disease-associated genes in microglia. This observation holds for DEGs of aged brain ECs associated with identified enriched functional pathways and AD. Although it is hard to dissociate the exact cellular pathways involved, our data suggest that correcting the expressions of immune/cytokine signaling, energy metabolism, and key neurovascular regulatory genes may all play a role. Importantly, the finding also holds for the subsets of genes with concordant changes in human AD brains (e.g. *Slc2a1* and *Mfsd2a*). GLP-1R agonists have previously been found efficacious in several animal models of neurodegenerative diseases, including AD and PD, in protecting against neuronal death or degeneration^27–31^. Evidence also suggests that these findings may be generalizable to human patients. In a phase II PD trial, weekly subcutaneous injection of exenatide halted the deterioration of off-medication motor scores over a treatment period of 48 weeks, an effect that persisted even after a 12-week washout period^33^. Another phase II study in AD showed that 6-month liraglutide treatment prevented the decline of brain glucose metabolism^32^. Given that ageing-associated NVU dysfunction represents a common component for AD and other neurodegenerative conditions, our study shows that reversal of ageing-associated changes in brain ECs and BBB protection is an important underlying mechanism that explains GLP-1R agonists’ general applicability as potential disease-modifying therapeutics.

The practical pharmacological approach we demonstrated complements the recent interesting discovery that young plasma infusion can partially reverse ageing-associated hippocampal EC transcriptomic alterations^43^. Apart from the reversal of expression changes in the aged brain endothelium, GLP-1R agonist treatment and young plasma infusion appear to share several functional benefits in animal models, such as rescuing synaptic plasticity deficits and cognitive benefits in aged or AD mouse^30,82^. Further studies are required to clarify the exact loci of actions for GLP-1R agonists. As GLP-1R is broadly expressed in diverse tissues and cell types^28,40,41,56^, and GLP-1R agonists can cross the BBB^83,84^, the observed neurovascular benefits may depend on diverse mechanisms, such as transcriptomic reversal in aged brain ECs, reduced microglial activation, modulation of peripheral immune cells, and altered compositions in the circulation. Indeed, our finding that GLP-1R agonist treatment reduces the expression of ageing- and neurodegenerative disease-associated transcripts in microglia, which has been reported to express GLP-1R^28^, suggests that modulation of microglia-dependent neuroinflammatory pathways is an important effect of GLP-1R agonists. Certainly, both neurovascular and neuroimmune mechanisms could be underlying the efficacies of GLP-1R agonists reported in human AD and PD trials^32,33^.

GLP-1R agonist treatment also leads to functional recovery in the aged BBB. This is important as BBB breakdown is an early event in the vascular two-hit hypothesis of AD pathogenesis, increasing brain tissue exposure to neurotoxins that promotes neuroinflammation, which exacerbates amyloid beta and tauopathy-associated neurotoxicity to cause synaptic and neuronal degeneration^6,17–19,85^. Since ageing is the greatest risk factor of AD and BBB breakdown in ageing can contribute to the development of neuropathology^1,2,21^, we propose that in the early or presymptomatic phase of neurodegeneration, BBB protection represents a promising therapeutic strategy for preventing or delaying neurodegeneration in ageing. Further trials testing GLP-1R agonists are underway and may complement other approaches to the development of therapeutics for AD^86^. It is worth noting that however, that the brain must have adequate exposure to the anti-amyloid antibodies or other therapeutics to achieve potential therapeutic efficacy. It remains to be determined whether simultaneously administration of another pharmacological agent that improves BBB integrity in such context may be beneficial by reducing brain tissue exposure to neurotoxins and proinflammatory substances, or would hamper the therapeutic antibodies from exerting the desirable effects.

We wish to emphasize that the interpretation of transcriptomic data is often associative and not causal, and hence it is important to avoid false-positive discoveries or overinterpretation of results. Despite the shallow sequencing depth and limited by sample size, by adopting relatively stringent criteria for defining significant DEGs, we sought to identify the most prominent functional pathways impacted and their associations with neurodegenerative diseases. To establish a causal relationship between the expression changes found and altered neurovascular functions, further mechanistic studies involving enhanced expression, knockdown or knockin/out of specific genes(s) are required. It is also important to note that, despite the lack of significant overrepresentation, other neurovascular or neurodegenerative disease-associated genes with differential expression in the aged brain endothelium may still carry functional implications that are yet to be revealed (e.g. *Nbeal1*, associated with cerebral small vessel disease/stroke and most upregulated in aged arterial ECs, see Fig. 3a and Supplementary Table 3). Moreover, in our study, whole-brain vasculature isolation was performed, which could mask the regional heterogeneity of cellular subtypes and differential expressions in ageing. For diseases with regional vulnerability (e.g. ALS, FTD, and PD), targeted dissection of disease-affected regions for transcriptomic profiling of neurovascular and glial cells will be needed to uncover additional disease-associated expression changes. As we only used male mice for experimentation, future studies in animals and human subjects will also be required to examine the sex differences in ageing-associated transcriptomic changes. Indeed, it is known that aged female and male have different neurovascular and neurodegenerative disease risk profiles in ageing^87,88^, while transcriptomic alterations also exhibit sex-specificity in AD brain tissues^89^. Nonetheless, we anticipate that similar analyses and approach will be applicable to reveal ageing-associated cell type-specific expression changes in the brain and other organ systems^90^, and provide further insights into disease vulnerability.

## Methods

### Animal subjects

All experimental procedures were approved in advance by the Animal Research Ethical Committee of the Chinese University of Hong Kong (CUHK) and were carried out in accordance with the Guide for the Care and Use of Laboratory Animals. C57BL/6 J mice were provided by the Laboratory Animal Service Center of CUHK and maintained at controlled temperature (22–23 °C) with an alternating 12 h light/dark cycle with free access to standard mouse diet and water. The ambient humidity was maintained at <70% relative humidity. Male mice of two age groups (2–3 months old and 18–20 months old) were used for experiments. For the treatment groups, exenatide (5 nmol/kg bw, Byetta, AstraZeneca LP) or saline vehicle (0.9% w/v sodium chloride) was intraperitoneally (I.P.) administered (volume: 250 μl per 30 g bw) daily starting at 17–18 months old for 4–5 weeks prior to experimentation. Separate animals were used for in vivo imaging and single-cell RNA sequencing experiments.

### Brain tissue dissociation and single-cell isolation

We adapted a dissociation protocol optimized for single brain vascular cells isolation from both young and old mouse brains^91^. Briefly, mice were deeply anaesthetized and perfused transcardially with 20 ml of ice-cold phosphate buffered saline (PBS). Mice were then rapidly decapitated, and whole brains (except cerebellum) were immersed in ice-cold Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher Scientific, US). The brain tissues were cut into small pieces and dissociated into single cells using a modified version of the Neural Tissue Dissociation Kit (P) (130-092-628, Miltenyi Biotec, US). Myelin debris was removed using the Myelin Removal kit II (130-096-733, Miltenyi Biotec, US) according to the manufacturer’s manual. Cell clumps were removed by serial filtration through pre-wetted 70-µm (#352350, Falcon, US) and 40-µm (#352340, Falcon, US) nylon cell strainers. Centrifugation was performed at 300 × *g* for 5 min at 4 °C. The final cell pellets were resuspended in 500–1000 μl FACS buffer (DMEM without phenol red (Thermo Fisher Scientific, US), supplemented with 2% fetal bovine serum (Thermo Fisher Scientific, US)).

### Single-cell library preparation, sequencing and alignment

Single-cell RNA-seq libraries were generated using the Chromium Single Cell 3′ Reagent Kit v2 (10X Genomics, US). Briefly, single-cell suspension at a density of 500–1000 cells/µL in FACS buffer was added to real-time polymerase chain reaction (RT-PCR) master mix aiming for sampling of 5000–8000 cells, and then loaded together with Single Cell 3′ gel beads and partitioning oil into a Single Cell 3′ Chip according to the manufacturer’s instructions. RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. cDNA molecules were pre-amplified and pooled, followed by library construction according to the manufacturer’s instructions. All libraries were quantified by Qubit and RT-PCR on a LightCycler 96 System (Roche Life Science, Germany). The size profiles of the pre-amplified cDNA and sequencing libraries were examined by the Agilent High Sensitivity D5000 and High Sensitivity D1000 ScreenTape Systems (Agilent, US), respectively. All single-cell libraries were sequenced with a customized paired-end with single indexing (26/8/98-bp for v2 libraries) format according to the recommendation by 10X Genomics. All single-cell libraries were sequenced on a HiSeq 1500 system (Illumina, US) or a NextSeq 500 system (Illumina, US) using the HiSeq Rapid SBS v2 Kit (Illumina, US) or the NextSeq 500 High Output v2 Kit (Illumina, US), respectively. An average of 21017.2 mean reads per cell (ranging: 12,665–51,665) was obtained, which detected an average of 801.4 genes per cell (range: 540–1274). The library sequencing saturation was on average 77.89%. The data were aligned in Cell Ranger (v3.0.0, 10X Genomics, US).

### Data quality control and batch effect correction

Data processing and visualization were performed using the Seurat package (v3.0.1)^92^ and custom scripts in R (v3.5.1). The raw count matrix was generated by default parameters (with the mm10 reference genome). There were 63,300 cells in the primary count matrix (see [http://cells.ucsc.edu/?ds=aging-brain], where the raw and processed data is hosted and can be visualized, also available at [https://singlecell.broadinstitute.org/single_cell/study/SCP829/aging-mouse-brain-kolab]). Genes expressed by fewer than three cells were removed, leaving 19,746 genes in total. Among these genes, 4000 high-variance genes were identified by the Seurat *FindVariableFeatures* function. To remove batch effects between different sequencing batches, we used a canonical correlation analysis (CCA)-based integration function in Seurat. The high-variance genes were used to find anchor genes as a stable reference to eliminate batch effect from the first 30 dimensions from CCA (see the same websites as above where the batch-effect corrected data is also hosted and can be visualized). After batch effect removal, the reassembled dataset was filtered to exclude low-quality cells by the following criteria: (1) <5% or >95% UMI count or gene count, or (2) proportion of mitochondrial genes >20%. For dimensionality reduction, principal component analysis (PCA) was applied to compute the first 60 top principal components. Clustering was carried out by the Seurat functions *FindNeighbors* and *FindClusters*. The *FindNeighbors* function constructed a shared nearest neighbor (SNN) graph based on the first 50 principal components. Modularity optimization was then performed on the SNN results for clustering (resolution parameter: 1.6). We employed t-distributed stochastic neighbor embedding (t-SNE) to visualize the clustering results and included 52 initial clusters for further analysis, among which 3 clusters with abnormally high mitochondrial gene percentages were removed.

### Cell type and subtype identification

To identify primary cell types, we employed known cell type-specific marker genes and examined their expression levels among all 49 clusters included. We further excluded clusters with a dual-high expression of two or more cell type-specific marker genes. These included a cluster with high expression of both endothelial cell and pericyte markers, corresponding to contamination of pericytes by endothelial cell fragments also reported in the previous literature^13,93,94^. The remaining clusters were classified into 16 primary cell types (see Fig. 1 and Supplementary Fig. 1). Numbers of ECs from each batch were: young adult group, 2220, 2843, and 3564; aged group: 324, 1827, and 1579. To identify EC subtypes, we employed a probabilistic method, *CellAssign*^42^, to classify each EC into one of the six principal subtypes using 267 variable genes along the arteriovenous axis from previously published literature as prior knowledge^13^. Each cell was assigned to the subtype with the highest likelihood (see Supplementary Table 1 for full list of the 267 genes), and the algorithm was run 3 times independently. Only endothelial cells with identical subtype assignments for all three runs were included for subtype-based differential expression analysis (11,283 out of 12,357, 91.3%).

### Differentially expressed gene calculation

After batch effect removal, quality control and cell type/subtype classification, gene count normalization and high-variance gene identification were applied to the raw data of 43,922 cells retained for further analysis. The Seurat *FindMarkers* function and the MAST package (v1.8.2) were employed for calculation of differentially expressed genes (DEG) with associated raw *P*-value, false discovery rate (FDR)-adjusted *P*-value and magnitude of change expressed in natural log of fold change (*lnFC*) for each cell type/subtype. We define significant DEGs as those fulfilling FDR-adjusted *P*-value < 0.05 and an absolute value of *lnFC* exceeding 0.1.

### Pathway enrichment and disease-association analysis

We used GeneAnalytics, an online universal gene functional analysis tool, which contained more than a hundred data sources for pathway enrichment analysis^95^. Significant DEGs were converted to human gene orthologs semi-automatically. Pathways with prominent functional implications, including neurovascular regulatory pathways, immune/cytokine signaling pathways, respiratory electron transport chain/ATP synthesis, and glucose/energy metabolism pathways were identified manually from literature review and summarized. We merged enrichment results on TGF-β and VEGF signaling from different sources (i.e. GeneCards and Wikipathways) and presented only the most significant item in the main text/figure.

For neurovascular or neurodegenerative diseases examined (Supplementary Table 2), we compiled GWAS-identified genes associated with disease risk or phenotypic traits from the GWAS catalog and selected recent GWAS studies (see Supplementary Table 2 for full lists of diseases, associated genes and sources). We then found the intersection of the human orthologs of significant DEGs for each cell type/subtype-disease combination and performed hypergeometric test for overrepresentation by the *phyper* function in R.

### Analysis of GLP-1R agonist treatment group scRNA-seq data

Additional single-cell RNA-sequencing data from the GLP-1R agonist treatment group were processed in parallel with young adult and aged mouse groups by the same pipeline. From the treatment group, we obtained 7239 brain ECs in total, with the following subtype distribution: aEC1, *n* = 978; aEC2, *n* = 1155; capEC, *n* = 1728; vcapEC, *n* = 1851; vEC, *n* = 1043; avEC, *n* = 484. For a given cell type/subtype, the FDR-adjusted *P*-values and *lnFC* values of upregulated and downregulated genes were calculated for aged versus young group, and exenatide-treated versus untreated aged group. All genes with FDR-adjusted *P*-value < 0.05 in the aged versus young group comparison were then used to calculate reversal effect. Linear regression was performed and the slope of best linear fit, *r*^2^ and *P*-value for the slope were obtained. Selection of BBB-regulatory, immune/cytokine signaling, and energy metabolism pathway-associated genes were based on annotations from pathway enrichment analysis by GeneAnalytics. For capEC, the proportions of all upregulated and downregulated genes for exenatide-treated versus untreated aged group regardless of statistical significance (i.e. *P*_evo_up_ and *P*_evo_down_ for DEGs regardless of *P*-value) were also calculated. Background chance of downregulation of ageing-upregulated statistically significant DEGs by exenatide treatment was *P*_evo_down_, while that of upregulation of ageing-downregulated statistically significant DEGs by exenatide treatment was *P*_evo_up_. One-sided, one-proportion *z*-test was used to assay whether the proportions of genes with reversal of expression changes were higher than chance levels.

### Human brain bulk RNA sequencing dataset analysis

EC-enriched genes were defined as genes with *lnFC* > 0.7 (i.e. at least twofold higher expression) and FDR-adjusted *P*-value < 0.05 in ECs relative to all other cell types from the mouse brain scRNA-seq data. EC-enriched mouse DEGs were then defined as aged mouse brain EC DEGs (with subtype classification) that are also EC-enriched. Human brain bulk RNA sequencing data (de-identified) from different age groups were obtained from the Genotype-Tissue Expression (GTEx) portal, excluding data from the cerebellum and cervical spinal cord. In all, 362 samples from 61 subjects were divided into two age groups (<60 and ≥60 years old, from dataset v7). Comparisons of expression levels (expressed in TPM) for all EC-enriched mouse DEGs’ human orthologs were carried out across the two age groups by two-sided unpaired *t*-test with FDR-adjustment for multiple comparisons (with respect to the number of compared genes). Additional analysis by linear regression of expression level versus age was carried out (with exact age, 388 samples from 61 subjects, and dataset v8) and the slope, *r*^2^ with associated *P*-values were obtained. For the Allen Brain Institute Aging, Dementia and Traumatic Brain Injury study dataset (Adult Changes in Thought (ACT) study cohort)^54,55^ of human brain bulk RNA sequencing from the Allen Brain Institute, 111 samples from 30 patients were defined as controls with the following criteria: (1) Annotated as “no dementia” based on the DSM IV diagnostic criteria. (2) No history of traumatic brain injury. In total, 58 samples from 16 patients were classified as human AD brain samples with the following criteria: (1) Diagnosed with AD dementia based on the DSM IV diagnostic criteria. (2) No history of traumatic brain injury. All AD subjects included had pathologically confirmed AD with Braak Staging: I, *n* = 2; II, *n* = 2; III, *n* = 1; IV, *n* = 2; V, *n* = 5; and VI, *n* = 4. Comparisons of human brain expression levels (expressed in FPKM) for all EC-enriched mouse DEGs’ human orthologs were carried out across the two groups by two-sided unpaired *t*-test with FDR-adjustment for multiple comparisons (with respect to the number of compared genes). The Mayo Clinic AD brain bulk RNA-seq dataset (the Mayo RNAseq study)^61^ downloaded included temporal cortex RNA-seq data from 160 subjects with the following clinical characteristics: 82 AD subjects diagnosed by the NINCDA-ADRDA criteria with Braak Staging of IV or above, and 78 control subjects. For this dataset, the DEGs’ expression change magnitudes were retrieved from the publicly available deposited data^96^, while FDR-adjusted *P*-values for the box plots by two-sided unpaired *t*-test were similarly calculated.

### Mouse brain endothelial cell isolation by immunopanning

Brain endothelial cells from young and aged mice were purified by immunopanning^97^ for further quantitative PCR and western blot assays. Mouse brains (*n* = 3 from each group for each experiment) were dissected, pooled, and diced into ~1 mm^3^ pieces. Tissues were dissociated into single cells by Neural Tissue Dissociation Kit (P; 130-092-628, Miltenyi Biotec, US). The cells were filtered with 70-µm cell strainer (#352350, Falcon, US) and were further treated with myelin removal beads (130-096, Miltenyi, Germany) to deplete myelin debris and myelin-associated cells. For immunopanning, rat anti-mouse CD45 (550539, BD Pharmingen, US, 1:1500 dilution), and rat anti-mouse CD31 (553370, BD Pharmingen, US, 1:250 dilution) were employed for negative and positive selection respectively. Cells adhered to positive selection dishes were dissociated by trypsinization and harvested.

### Quantitative PCR

Endothelial cells isolated by immunopanning were lysed immediately in Buffer RLT and subjected to total RNA extraction by the RNeasy® Mini Kit (74104, Qiagen, Germany). Extracted RNA was converted to cDNA by PrimeScript^TM^ RT Master Mix (RR036A, Takara, Japan). Quantitative PCR was performed on a QuanStudio^TM^ 12 K Flex Real-Time PCR system with PowerUp^TM^ SYBR^TM^ Green Master Mix (Applied Biosystems, US). The primers and thermocycling conditions used are listed in Supplementary Table 5. The specificity of all primers were validated by gel electrophoresis. The determination of each gene’s cycle threshold (C_T_) was performed in duplicates. The C_T_ of each gene was normalized with respect to the C_T_ of the housekeeping gene *Gapdh* in the cells of the same group. The values obtained for each gene were then divided by the young adult group mean to obtain the fold change, while two-sided unpaired *t*-test was employed for inter-group comparisons.

### Western blot

Endothelial cells isolated by immunopanning were lysed immediately in RIPA buffer and total soluble proteins were quantitated by the Pierce^TM^ BCA Protein Assay Kit (23225, Thermo Fisher Scientific, US). After SDS-PAGE electrophoresis, western blot assays were performed using anti-MFSD2A (PA521049, Thermo Fisher Scientific, US, 1:1000 dilution), anti-SMAD7 (sc-101152, Santa Cruz Biotech, US, 1:200 dilution), anti-LEF1 (sc-374522, Santa Cruz Biotech, US, 1:200 dilution), anti-SLC2A1 (ab652, Abcam, UK, 1:200 dilution), and anti-GAPDH (ab8245, Abcam, UK, 1:2500 dilution) antibodies.

### RNA fluorescent in situ hybridization

Tissues for RNA FISH were freshly prepared from young adult and aged mice as specified above. All reagents used were RNase-free and all stocks were made using DNase-/RNase-free water (Invitrogen^TM^, Thermo Fisher Scientific, US). FISH probes were designed using OligoMiner^98^ with a specified hybridization temperature of 37 °C and formamide concentration of 50% v/v, 3′-appended with an I2 initiator sequence for hairpin chain reaction^99^ plus a TATA, TTTT, or ATAT spacer sequence, and custom-synthesized (Integrated DNA Technologies, Inc., US, or General Biosystems, Inc., US). The probe sequences are listed in Supplementary Table 6.

To perform FISH, mice were deeply anaesthetized and perfused transcardially with 20 ml of ice-cold PBS. Mice were then rapidly decapitated, and whole brains (except the cerebellum) were immersed in OCT compound, snap-frozen in liquid nitrogen, and stored at −80 °C before use. Brains were cut into 10-µm-thick cryosections and collected on coverslips functionalized with (3-aminopropyl)triethoxysilane. We followed an optimized protocol for tissue treatment previously reported^100^ until the probe hybridization step. We then performed probe hybridization and hairpin chain reaction for signal amplification as described in the Mouse Embryo protocol^99^ with slight modifications: (1) adding SuperaseIn RNase Inhibitor at 1:100 dilutions for overnight incubation steps, (2) using 4 pmol of each probe for hybridization, and (3) post-staining tissue sections with Hoechst 33342 at 0.1 mg/ml and Dylight® 649-labeled *Lycopersicon esculentum* lectin (Vector Laboratories, US) at 1:100 dilution for 30 min at room temperature. The washed sections were then immediately imaged without mounting under a Leica TCS SP8 Confocal microscope with a ×40 oil immersion objective (HC PL APO CS2 40x/1.30 OIL). The imaging conditions were controlled for the same probe set for young adult and aged mouse brain sections.

### Immunohistochemistry and microglia density analysis

Mice were deeply anaesthetized and perfusion-fixed transcardially with 10 ml of 4% paraformaldehyde in PBS. Whole brains were harvested and post-fixed at 4 °C overnight. The tissues were sunk in 30% sucrose at 4 °C, embedded in OCT compound, and frozen in chilled 2-methylbutane (isopentane) in a steel beaker using liquid nitrogen prior to storing at −80 °C. The brains were then cryosectioned into 20-µm-thick sections, collected on Superfrost^TM^ Microscope Slides (Invitrogen^TM^, Thermo Fisher Scientific, US), and stored dry at −20 °C until use.

To perform immunohistochemistry, tissue sections were washed in PBS and blocked with normal serum. Anti-IBA1 (019-19741, FUJIFILM Wako Pure Chemical Corporation, Japan) primary antibody at 1:500 dilution and Alexa Fluor 488-conjugated anti-rabbit (A-21206, Invitrogen^TM^, Thermo Fisher Scientific, US) secondary antibody at 1:200 dilution were used for microglia staining. The stained tissues were then mounted with ProLong^TM^ Gold Antifade Mountant with DAPI (Invitrogen^TM^, Thermo Fisher Scientific, US), coverslipped with #1.5 (0.16–0.19 mm) cover glass, and imaged under a Leica TCS SP8 Confocal microscope at field of views (FOV) of 581.25 × 581.25 μm^2^ or 290.4 × 290.4 μm^2^. Microglia density was analyzed for each imaged region using the Fiji (ImageJ) software with cell counter plugin (64-bit version based on ImageJ 1.52p)^101^. A cell was counted only if the majority of soma was visualized clearly on the imaging plane. The analysis was carried out by one author (Z.L.) and independently verified by another individual (H.K.). The one-way ANOVA test was employed for inter-group comparisons.

### Microglia differential expression analysis

The analysis pipeline for calculation of DEGs for microglia was similar to ECs as mentioned above. The *lnFC* and FDR-adjusted *P*-values of DEGs between aged versus young adult groups, and exenatide-treated versus untreated aged groups were calculated. Known ageing- and neurodegenerative disease-associated genes in microglia examined were selected based on past literature^70,71^.

### Cranial window implantation

To permit in vivo two-photon microscopic imaging of the brain, animals underwent a cranial window implantation surgery. Prior to surgery, mice received one dose of dexamethasone (2 mg/kg, S.C.) to reduce inflammation. Animals were anaesthetized with ketamine (100 mg/kg, I.P.) and xylazine (10 mg/kg, I.P.). Body temperature was maintained at 37 °C by a homeothermic heating pad system. During the surgery, mice were fixed in a stereotaxic instrument (New standard^TM^ 51500D, Parkland Scientific, US). A cranial window (5 mm diameter) was made over the left somatosensory cortex. A customized chamber frame was placed around the opened skull and fixed with cyanoacrylate gel superglue (Loctite 454). The exposed cortex was covered with a 5-mm glass coverslip fixed by cyanoacrylate gel superglue. The rest of the cranial window margin and skull area was filled with dental cement. All procedures were performed carefully to prevent damage to the cortex and its vascular structures. Following surgery, mice were given one dose of enrofloxacin (Baytril, 5 mg/kg S.C.) for prevention of infection and buprenorphine (Temgesic, 0.1 mg/kg S.C.) for analgesia.

### In vivo two-photon imaging assay of BBB integrity

To assay BBB permeability, mice were anaesthetized with intraperitoneal ketamine (100 mg/kg) and xylazine (10 mg/kg) and placed on a head-fixing apparatus under a custom-modified two-photon microscope (Scientifica, Uckfield, UK) with a Ti:sapphire femtosecond laser (Mai Tai DeepSee, Spectra-Physics, US), galvo-resonant scanners and a Nikon ×16/0.80NA water-immersion objective. A dye mixture containing 12.5 mg/ml fluorescein isothiocyanate (FITC)-conjugated dextran (70 kDa molecular weight, Sigma-Aldrich, US) and 6.25 mg/ml tetramethylrhodamine (TRITC)-conjugated dextran (40 kDa molecular weight, Thermo Fisher Scientific, US) dissolved in PBS was administered (4 ml/kg body weight, I.V.) via tail vein injection. In vivo image stacks were then acquired 15–35 min post-injection, with 930 nm excitation wavelength, while the emitted fluorescent signals were detected by photomultiplier tubes through a 520/20-m band-pass filter for FITC-conjugated dextran and a 609/34-nm band-pass filter cube for TRITC-conjugated dextran. Laser power under the objective was kept under 50 mW for all imaging sessions. Three image stacks for each mouse were acquired in custom-modified ScanImage (v5.3.1, Vidrio Technologies, US) in MATLAB R2017b (Mathworks, US) and used for the quantification of TRITC-conjugated dextran extravasation. Each image stack had a field of view of 417 μm × 417 μm and consisted of 300 imaging planes evenly distributed over 239 μm, starting from 50 μm below the cortical surface. 6 images were acquired and averaged for each plane. Measurement of fluorescent signals and volumetric reconstruction of extravasated TRITC-conjugated dextran was carried out using the Imaris software (v6.4, Bitplane, Belfast, UK). To separate intra- and extravascular spaces, volumetric reconstruction of the vasculature was performed using the FITC-conjugated dextran images (i.e. large molecular weight 70 kDa dextran which remained in vessels). Volumetric reconstruction of the TRITC-conjugated dextran in extravascular spaces was then performed and quantified. Volume rendering was performed in normal shading mode. Artefacts were removed by applying gaussian filter. During 3D reconstruction, surfaces of vessels were generated by background subtraction with maximum surface detail limited to 0.814 μm. The FITC-conjugated dextran image stacks were also used to trace the cortical vessels. In brief, a new mask channel was generated by setting the pixel intensity of extravascular and intravascular spaces to 0 and 500 respectively. Filaments were calculated on the new channel with the *Threshold(loop)* algorithm of Imaris with diameter set to 2 μm. The ratio of branch length to trunk radius was set to 3. Default values were adopted for all other parameters. After manually trimming erroneous tracing, the total length of vessels was normalized to the stack volume to obtain vascular length density in unit of μm per mm^3^. Differences between experimental groups were compared by one-way ANOVA followed by Tukey’s multiple comparison test in the Prism software (v6, GraphPad Software Inc., US).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The raw and processed RNA sequencing data from this study have been deposited in the UCSC Cell Browser (“Aging Brain [http://cells.ucsc.edu/?ds=aging-brain]”), the Broad Institute Single Cell Portal (“Aging_mouse_brain_kolab [https://singlecell.broadinstitute.org/single_cell/study/SCP829/aging-mouse-brain-kolab]”) and the NCBI Gene Expression Omnibus database (accession number: GSE147693). For human aged brain transcriptome comparative analysis, the GTEx datasets were downloaded from [https://www.gtexportal.org/home/datasets] (GTEx_Analysis_2016-01-15_v7_RNASeQCv1.1.8_gene_tpm.gct.gz and GTEx_Analysis_2017-06-05_v8_RNASeQCv1.1.9_gene_tpm.gct.gz) alongside subject information. For the Allen Brain Aging, Dementia, and TBI dataset, the normalized FPKM data matrix was downloaded from [https://aging.brain-map.org/download/index] alongside subject information. For the Mayo Clinic AD brain RNA-seq dataset and DEGs, data was downloaded from [10.7303/syn3163039] alongside subject information. Source data (underlying Figs. 2d, e and 4b, c, and Supplementary Figs. 7b and 9b) are provided with this paper. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

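The 9 libraries are droplet-based single-cell RNA sequencing (10x Chromium 3' version 2) of brain cells of young adult, aged and exenatide-treated aged mice, 3 libraries of each. From the reads, the authors obtained counts of unique molecular identifiers (UMIs) per gene and cell with Cell Ranger v3.0.0 on the mm10 genome. They removed genes found in fewer than 3 cells, cells outside the 5th to 95th percentile of UMI or gene number, cells with more than 20% mitochondrial UMIs, and clusters with a high mitochondrial share or the markers of 2 cell types, and they clustered and annotated the cells in Seurat v3.0.1. No other removal of doublets was applied here. The deposited matrix holds natural log values computed by the authors, the ln of 1 plus 10000 times the UMI count of a gene over the total UMI count of its cell; these are not the batch-corrected values that the methods of the paper describe for clustering. The deposited table of cells gives, from the authors, the total UMI count and the number of genes of each cell, the share of its UMIs that is mitochondrial (as a fraction, although the column is named percent), its library, its cell type and, for most ECs, its subtype. 3 numeric columns of that table, a ribosomal share and 2 of cluster numbers, were not used here.

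The design of this work assumed raw counts. The deposited natural log values were turned back into them by exponentiation and the deposited total per cell. All 58404382 entries of the matrix (72543 cells, 19746 genes) gave whole numbers within a tolerance of 1e-06 (largest deviation 2.7e-12), and they summed to the deposited total in 72543 of 72543 cells. The test on counts was therefore kept, and limma on the library means of the natural log values was added as an alternative after the unit was known.

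The library is the replicate. Recovered counts were summed over the cells of one type or subtype in one library, and sums over fewer than 10 cells were left out. The sums were scaled by the trimmed mean of M values (TMM) and filtered by filterByExpr, and the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, robust) was fitted to all 9 libraries, with p-values adjusted by Benjamini-Hochberg. A DEG has a false discovery rate (FDR) below 0.05 and an absolute *lnFC* above 0.1, the limits of the paper's methods. Each *lnFC* is a natural log. Expression is given as CPM, the UMIs of a gene per 1,000,000 UMIs of its sum after TMM scaling, unless stated to be unscaled. Single values of 3 against 3 libraries were compared by an exact permutation test, whose smallest two-sided p is 0.1. Sets of genes were tested by camera (inter-gene correlation preset to 0.01) and fry of limma 3.58.1. Shares of single libraries carry exact binomial 95% intervals. Per library, the sums held 867779 to 5720396 UMIs in all ECs, 120355 to 1466436 in capEC, 31840 to 415539 in avEC and 656751 to 5794524 in microglia.

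The numbers 1, 2 and 4 of the library names recur in each group, and the deposited table of cells assigns the libraries of one number to one batch. The pairing was checked on the deviations from group means. Across genes, which are not independent replicates, libraries of one number correlated at 0.488 to 0.747 in ECs, 0.363 to 0.603 in capEC and 0.404 to 0.699 in microglia (9 pairs each), and those of different numbers had medians of -0.363, -0.264 and -0.346. The numbers thus pair the libraries. The biological coefficient of variation of edgeR was 0.321 in ECs, 0.309 in capEC and 0.330 in microglia, and 0.144, 0.141 and 0.155 with the batch as a block. The planned fit has no batch term; values with the batch term (replicate block) are given beside it where they change a call.

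The procedure was tested on simulated data with 200 genes changed 2-fold between young adult and aged libraries of capEC (7128 genes with and 6505 without simulated batch differences), ECs (10882 and 10542) and microglia (10135 and 9642). With batch differences, the fit without the batch term recovered 0, 0 and 0% of the changed genes in these 3 comparisons, and the fit with the term 43.5, 62.0 and 47.5%. Without batch differences, the fit without the term recovered 41.5, 58.5 and 56.0%. Among the called genes, 0 to 12.4% had not been changed, so that the false share was above the nominal 5% in several of the simulations. No changed gene was called in the wrong direction. In the simulated test of the hurdle procedure, on capEC of 1 young adult library split at random (2413 genes), 59.5% of 200 changed genes and 4 unchanged genes were called.

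The paper tested single cells with MAST v1.8.2, which was not used here. In its place, a test of the same form was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. This hurdle test compares the share of cells with a gene and its level in those cells, for genes found in at least 10% of the cells of either group, and takes single cells as replicates. Its p-values were adjusted by FDR and, as a choice made after the values had been seen, by Bonferroni over the 19746 genes of the matrix. Cells of one library are not independent, so the p-values of the hurdle test describe these cells rather than mice.

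The other alternatives set before the data were examined were size factors by relative log expression (RLE), DESeq2 1.42.0, limma-voom with sample weights, no low-count filter, genes found in 10% of cells, a fit of 2 groups, no limit on *lnFC*, mitochondrial and ribosomal genes left out, each library left out, and equal numbers of cells per subtype (20 draws). A further one left out ECs with 2 or more UMIs of the markers of other types, which left as few as 97 ECs, 18 capEC, 6 aEC2, 8 vEC and 3 avEC in 1 library. Cells were also thinned to 500 UMIs each (5 draws). Free RNA means RNA of lysed cells that is captured with every cell of a library. For the exenatide comparison, the labels aged and treated were exchanged within batches (8 arrangements), ageing and exenatide changes were taken from different aged libraries, and libraries without an exenatide effect were simulated (30 draws). Figures were drawn with matplotlib 3.10.9.

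Genes were named by a rule: each gene that the results of the paper name for these libraries, and for each EC subtype, all ECs and microglia up to 3 DEGs in each direction with the largest absolute *lnFC* whose groups do not overlap. Any other gene was chosen after its values had been seen, and is said to be where it appears. Some genes that the rule names are not reported here. Coordinates are those of GENCODE release M21 (mm10) for the gene symbol; of 175 symbols, 1 had no match. The release used by the authors is not stated in the paper's text.

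In the EC sums of all subtypes, aged against young adult, the lists of marker genes gave camera and fry p-values of 0.154 and 0.509 (arterial), 0.187 and 0.634 (arterial/venous), 0.00267 and 0.289 (astrocyte), 0.00872 and 0.0275 (capillary), 0.692 and 0.872 (choroid plexus), 0.839 and 0.779 (EC), 0.0950 and 0.541 (erythroid), 0.0762 and 0.111 (immature neuron), 0.791 and 0.902 (macrophage), 0.434 and 0.479 (mature neuron), 4.9e-11 and 0.0210 (microglia), 0.252 and 0.682 (oligodendrocyte), 0.548 and 0.687 (OPC), 0.122 and 0.503 (pericyte), 0.493 and 0.828 (smooth muscle), 0.879 and 0.851 (tanycyte) and 0.0174 and 0.201 (venous). These lists hold 2 to 7 tested genes in EC. The lists of nuclear respiratory chain and ATP synthase genes, cytosolic ribosomal protein genes, mitochondrial genome genes and dissociation response genes gave 7.0e-05 and 0.391; 0.969 and 0.936; 0.203 and 0.766; 0.00351 and 0.288, in this order. Neither MAST, CellAssign nor GeneAnalytics was run. The human data sets, the genome-wide association tables and the published zonation reference that the paper also draws on were not used here, nor were its imaging, protein and RT-qPCR measurements.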

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

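In this part, the tests of explanations, the differences between subtypes, and the fits in macrophages and choroid plexus epithelial cells were chosen only after the results had been seen; the numbers of DEGs in aEC1, vcapEC and astrocytes come from planned tests. A group of 3 libraries is too small for a test of single libraries, and none was made.

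The first result singled out is a difference in the effect of age between EC subtypes. EdgeR with library and subtype terms, in 7609 genes, called 5 whose *lnFC* with age differs between any subtypes (398 at unadjusted p under 0.05): *Pam* (adjusted *P* = 2.3e-04), *Eln* (0.00155), *Alpl* (0.00633), *Gm9946* (0.00633) and *Vwf* (0.00633). Between pairs, edgeR called *Hey1*, with a *lnFC* lower in capEC than in aEC2 (-0.71, adjusted *P* = 0.0311), *Vwf*, higher in the same comparison (0.90, 0.00368), *Pam*, lower in capEC than in vEC (-0.96, 1.5e-04), and *Gm9946*, higher in vcapEC than in the mean of the others (0.60, 0.00731). Between capEC and the mean of the others, edgeR called 0 (356 at unadjusted p under 0.05); no other tool and no alternative setting was run for these differences.

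In CPM (mean ± SD, n = 3), *Vwf* went from 33.9 ± 8.96 to 103 ± 13.5 (129.8 ± 28.8 with exenatide) in capEC and from 138 ± 20.0 to 171 ± 71.1 (198 ± 16.7 with exenatide) in aEC2, *Pam* from 106 ± 38.6 to 240.2 ± 60.9 (131 ± 11.7 with exenatide) in vEC and from 144 ± 72.2 to 102 ± 17.6 (124 ± 14.3 with exenatide) in capEC, and *Hey1* from 110.3 ± 16.3 to 53.4 ± 17.7 in capEC and 233 ± 35.3 to 279 ± 88.2 in aEC2. *Gm9946* went from 44.7 ± 13.4 to 98.9 ± 35.1 (94.2 ± 17.9 with exenatide) and *Alpl* from 42.3 ± 19.4 to 96.2 ± 45.8 in vcapEC, and *Eln* from 129.7 ± 20.2 to 73.7 ± 35.4 (119 ± 18.4 with exenatide) in aEC2. These were higher in aged mice in 3 of 3 batches for *Vwf* in capEC, 3 for *Pam* in vEC, 0 for *Hey1* in capEC, 3 for *Gm9946* and 3 for *Alpl* in vcapEC and 0 for *Eln* in aEC2. The difference between capEC and aEC2 for *Vwf* was 1.48, 0.27 and 1.08 in batches 1, 2 and 4, that between capEC and vEC for *Pam* -1.40, -0.86 and -1.04. As 3 of 3 batches show it, 1 library alone does not produce the result for *Pam*. Of 10 splits of the 6 libraries, 2, the true one included, gave 5 or more genes; the other sets batches 2 and 4 apart, and among the 3 others that part every pair the highest number was 3.

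Free RNA of avEC, in which *Vwf* is abundant, is argued against. Such RNA is captured with every cell, so cells of other types in the same aged library should hold as much *Vwf* per cell as capEC gained, and these were not assigned with *Vwf*. In capEC *Vwf* rose by 22.1, 7.47 and 18.2 UMIs per 100 cells (batches 1, 2 and 4), while aged microglia held 0.971, 0.679 and 0.887 and astrocytes 0, 0.860 and 0.243, at most 11.5% of the rise. Types with fewer than 100 cells in an aged library reached up to 55.0%, in pericytes of batch 2 with 3 UMIs. Since *Vwf* is itself a zonation gene, and the subtypes were assigned with such genes, its level in capEC is not independent of the assignment. A shift of cells between neighbouring subtypes with age and an effect of age itself stay open for all 6 genes and were not tested.

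The second result is in choroid plexus epithelial cells, for which the paper reports no effect of age. EdgeR with the replicate block called 31 DEGs with age of 5912 genes (5 up, 26 down; 537 at unadjusted p under 0.05). Without the block it called 0 (72 at unadjusted p under 0.05), as it did in each of the other 15 settings without the block, DESeq2 and limma-voom among them. The number depends on the batches: the block gave 136 without batch 1, 64 without batch 2 and 0 without batch 4. Treated against young adult mice gave 5 with the block, fewer than another split of these libraries that parts every pair (21). Of 10 splits into aged and young adult, 2, the true one included, gave as many; the other, with 181, sets batches 1 and 2 apart, and among those that part every pair the others reached 3.

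By the rule on names, these DEGs included *Sult1c1* (4.15 ± 1.36 to 18.2 ± 4.13 CPM; blocked *lnFC* 1.52, edgeR adjusted *P* = 0.00321), *Sult1c2* (16.4 ± 11.3 to 53.3 ± 20.7; 1.29, 1.2e-04) and *Cox8b* (622 ± 217 to 1329 ± 209; 0.80, 6.8e-06), each higher in 3 of 3 batches, and *Gja1* (-1.64, 2.3e-04) and *Slc7a5* (-1.35, 0.00110), each lower in 3. Of the genes down, 0 have their highest level in these cells, 11 have it in microglia or macrophages, 7 in ECs and 4 in astrocytes. Less free RNA in aged libraries is therefore a candidate source of the fall: microglial markers, 7 of 7 of them lower, had a median *lnFC* of -0.64 and a p of 0.0184 by fry, and astrocyte markers a p of 0.0618. The 5 genes up need another source. Of these, 3 (*Cox8b*, *Sult1c1* and *Sult1c2*) have their highest level in these cells, and *Trf* and *AC149090.1*, named after their values were seen, have it in macrophages. The libraries hold 277, 295 and 826 such cells in young adult, 62, 363 and 737 in aged and 372, 467 and 852 in treated mice (batches 1, 2 and 4), so aged library 1 has the fewest. An effect of age was not tested apart from these.

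The third group is genes called by edgeR without the block that the paper does not discuss. *H2-Q6* in aEC1 had 5.76 ± 3.59 CPM in young adult, 89.4 ± 58.3 in aged and 64.1 ± 5.85 in treated mice (SD over 3 libraries; *lnFC* 2.83, edgeR adjusted *P* = 0.0142, higher in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was 2.69 and the adjusted *P* 1.2e-08. Over its 22 alternatives, the adjusted *P* ranged from 6.3e-10 to 0.418 and the *lnFC* from 2.36 to 3.10, apart from limma on mean ln values, whose scale differs (0.25). The call was lost by limma-voom (0.149), for genes found in 10% of cells (0.0739), with 2 groups in the fit (0.118), by limma on mean ln values (0.418), and without young adult library 1 (0.238) or 4 (0.0756) or aged library 2 (0.0553); with ECs with other types' markers left out, the gene was not tested. Because reads can fall on either of *H2-Q6* and *H2-Q7*, both were summed: all ECs had 28.6 ± 19.9, 174 ± 124 and 149 ± 19.8 CPM (unscaled) in young adult, aged and treated mice (exact p = 0.100 for age, the smallest possible), higher in aged mice in 3 of 3 batches. Reads moved from other class I genes would lower these and leave the sum of all 11 class I genes level. The sum was higher in aged ECs in 3 of 3 batches (1763 ± 661, 2247 ± 589 and 1865 ± 631; exact p = 0.400), and so was that without *H2-Q6* and *H2-Q7* (1735 ± 666, 2073 ± 578 and 1715 ± 617), which goes against such a shift. Within batches the *lnFC* of the latter was 0.20 ± 0.13 (mean ± SD), but in treated mice, where *H2-Q6* and *H2-Q7* were as high, it was -0.0067 ± 0.17 against young adult mice and below 0 in 2 of 3 batches. With this spread, a shift of reads among paralogs cannot be told apart from a rise. Free RNA of microglia is argued against, because microglia of the same aged library had at most 59.9% of the level of ECs. A variant of this locus that differs between the young adult and the aged mice, which treated mice would share, may also give this pattern and was not tested, nor was age itself.

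*Rasgrf2* in vcapEC had 2.46 ± 0.508 CPM in young adult, 27.3 ± 9.37 in aged and 20.7 ± 7.29 in treated mice (SD over 3 libraries; *lnFC* 2.41, edgeR adjusted *P* = 0.0380, higher in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was 2.37 and the adjusted *P* 8.1e-05. Over its 19 alternatives, the adjusted *P* ranged from 3.3e-07 to 0.513 and the *lnFC* from 1.98 to 2.66. The call was lost by limma-voom (0.142), with 2 groups in the fit (0.0748), with the block without batch 4 (0.0569) and without any one library (0.0618 to 0.513) other than treated library 1 (0.0308). With ECs with other types' markers left out, for genes found in 10% of cells and by limma on mean ln values, it was not among the genes tested and thus not called either.

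In astrocytes, *C130073E24Rik* had 2.40 ± 1.66 CPM in young adult, 21.2 ± 10.1 in aged and 19.8 ± 4.28 in treated mice (SD over 3 libraries; *lnFC* 2.42, edgeR adjusted *P* = 0.0413, higher in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was 2.44 and the adjusted *P* 1.9e-07. Over its 19 alternatives, the adjusted *P* ranged from 6.8e-11 to 0.673 and the *lnFC* from 1.99 to 2.70. Its call was lost by limma-voom (0.163), with 2 groups in the fit (0.172), with the block without batch 4 (0.115), and without young adult library 1 (0.446) or 4 (0.673), aged library 2 (0.156) or 4 (0.271) or treated library 1 (0.107) or 4 (0.0857). *Gpx8* had 30.5 ± 4.50 CPM in young adult, 3.94 ± 0.670 in aged and 5.19 ± 2.00 in treated mice (SD over 3 libraries; *lnFC* -1.99, edgeR adjusted *P* = 0.0263, lower in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was -1.97 and the adjusted *P* 1.9e-06. Over its 19 alternatives, the adjusted *P* ranged from 1.4e-06 to 0.271 and the *lnFC* from -2.14 to -1.84. It was lost by limma-voom (0.128), and without young adult library 1 (0.196) or 4 (0.0941), aged library 1 (0.108), 2 (0.156) or 4 (0.271) or treated library 1 (0.0564) or 4 (0.0516). For genes found in 10% of cells and by limma on mean ln values, neither was among the genes tested. Both are higher in another cell type, *C130073E24Rik* in OPC (55.2 CPM) and *Gpx8* in pericytes (395 CPM). Free RNA of these types is argued against as the source: the changes of *C130073E24Rik* come to 8.28, 39.5 and 31.0% of its level in OPC of the same aged libraries, where OPC markers in astrocytes stood at 0, 0.420 and 0.158% of theirs (batches 1, 2 and 4), and those of *Gpx8* to 8.05, 7.08 and 5.73% of its level in pericytes of the young adult libraries, where pericyte markers stood at 0.160, 1.18 and 0.721%. For the 6 genes of this part called without the block, free RNA of the type with the highest other level gives at most 16.7% of the change in any batch; oligodendrocytes were left out as a source. An effect of age itself stays open.

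The last result is in macrophages, where the paper reports no effect of age. *Cd209d* had 0 ± 0 CPM in young adult, 298 ± 232 in aged and 106 ± 27.6 in treated mice (SD over 3 libraries; *lnFC* 5.98, edgeR adjusted *P* = 0.00743, higher in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was 5.97 and the adjusted *P* 1.8e-05. Over its 19 alternatives, the adjusted *P* ranged from 2.1e-17 to 0.265 and the *lnFC* from 5.03 to 6.24. The fitted *lnFC* depends on the prior count, as no young adult library has a count: 0 of 1205150 UMIs in 739 cells, against 48 of 273266 in 149 aged cells, 28 of which have the transcript. Over pooled UMIs and against a floor of 3 counts in the young adult group (2.49 CPM), *Cd209d* was 70.6-fold higher. This leaves out the spread between libraries and is no lower bound. In single aged libraries *Cd209d* had from 136 to 513 CPM (unscaled). Its call was lost by limma-voom (0.265), without young adult library 4 (0.0502) and with the block without batch 4 (0.0607). *Cd209b* had 44.5 ± 19.8 CPM in young adult, 341 ± 77.5 in aged and 266 ± 148 in treated mice (SD over 3 libraries; *lnFC* 2.02, edgeR adjusted *P* = 0.0499, higher in aged mice in 3 of 3 batches); with the replicate block the *lnFC* was 1.98 and the adjusted *P* 2.9e-04. Over its 19 alternatives, the adjusted *P* ranged from 3.9e-06 to 0.557 and the *lnFC* from 1.81 to 2.18. It was lost by limma-voom (0.171), without young adult library 1 (0.116), 2 (0.154) or 4 (0.190), aged library 1 (0.0665) or 4 (0.557) or treated library 4 (0.0875), and with the block without batch 4 (0.322).

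EdgeR called 2 DEGs in macrophages and 9 with the block; DESeq2 called 4, no low-count filter gave 9, and limma-voom called 0 (88 at unadjusted p under 0.05). Of 10 splits, 2, the true one included, gave as many in the fit without the block. The other, with 3, sets batches 1 and 2 apart, and those that part every pair gave 0. With the block, the split that sets batches 1 and 2 apart gave 18, more than the 9 of the true one. The others that part every pair gave at most 1. Aged library 1 has 11 macrophages. Reads shared between *Cd209* genes are argued against, because the sum of all of them was higher in aged macrophages in 3 of 3 batches, with 1600.1 CPM in the lowest aged and 1058 in the highest young adult library. Other kinds of macrophages in the aged libraries may explain this, as may age within one kind; neither was tested.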

How the results depend on the processing

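The tests with limma on mean ln values, with a batch left out of the fit with the replicate block, with Bonferroni adjustment, with genes called in 2 batches, and with equal numbers of cells in the hurdle test or under the block were chosen only after the results had been seen. In the order aEC1, aEC2, capEC, vcapEC, vEC, avEC, all ECs, microglia, astrocytes and smooth muscle cells, the planned edgeR fit called 1, 0, 0, 1, 0, 0, 0, 0, 2 and 0 DEGs between aged and young adult mice, with 238, 166, 177, 199, 131, 60, 332, 244, 225 and 149 genes at unadjusted p under 0.05.

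With the replicate block, these numbers were 43, 19, 14, 32, 12, 0, 90, 37, 30 and 0. The block also moved the counts of DEGs over subtypes: 75 unique DEGs, 36 of them not called in all ECs, 23 shared by several subtypes (23 in 1 direction; 7 up and 6 down in 3 or more), and 52 in 1 subtype (30 up, 22 down), of which 1 in capEC (1 up). Without it there were 2 unique DEGs, each in 1 subtype. Of 260 pairs of a named gene and a group, 68 were called newly with the block, and none lost its call or changed sign. Of 248 tests of the lists of named genes and of markers, 33 passed the threshold of camera newly and 2 no longer did. The camera p of the respiratory chain genes with exenatide in capEC went from 0.256 to 0.812, neither past the threshold. Its effect on the counts has a cause shown by the data: batches differ in many genes alike in all groups, and the block takes this out of the spread.

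Over 10 splits of 3 against 3 libraries, the block did not create calls for every grouping. With it, a number of DEGs as large as that between aged and young adult mice arose in 1, 1, 2, 1, 1, 10, 1, 1, 2 and 10 splits (the true one included, same order), where avEC and smooth muscle cells have no DEGs and 10 is the whole. Without it, the numbers were 1, 10, 10, 1, 10, 10, 10, 10, 1 and 10. Exenatide-treated against untreated aged mice gave no DEGs in aEC1 to microglia in either fit, hence 10 of 10 splits each; the largest number in another split was 23, 19, 23, 28, 19, 10, 32 and 60 with the block. Treated against young adult mice gave, with the block, 48, 21, 36, 37, 17, 4, 152 and 50 DEGs, as large in 1, 1, 1, 1, 1, 2, 1 and 1 splits. Only 4 of the 10 splits part every pair, the true one included, and among these the true split had the highest number in each of these comparisons with DEGs. With 10 splits the share cannot fall below 0.1.

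Leaving a batch out of the fit with the replicate block gave, in the same order, 19, 61, 9, 10, 7, 0, 94, 71, 71 and 0 without batch 1, 104, 37, 23, 16, 20, 7, 96, 63, 57 and 31 without batch 2 and 20, 10, 20, 13, 2, 6, 23, 2, 2 and 9 without batch 4. The number of DEGs thus depends on the batches, and the numbers for astrocytes, microglia and all ECs fell most without batch 4. For treated against untreated aged mice, the fit with the block gave 0 DEGs in each EC subtype, all ECs and microglia (375, 246, 302, 345, 223, 93, 483 and 589 at unadjusted p under 0.05), but without batch 2 it gave 10 in aEC1, 5 in aEC2, 1 in capEC, 6 in vcapEC, 1 in vEC, 19 in all ECs and 14 in microglia. Without batch 1 it gave 4 in aEC2 and without batch 4 1 in vEC. Which genes or libraries of batch 2 cause this was not tested.

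Other settings moved small numbers. No low-count filter gave 6 in aEC1, 2 in aEC2, 4 in capEC, 12 in vcapEC, 2 in vEC, 1 in avEC, 3 in microglia, 6 in astrocytes and 1 in smooth muscle cells; DESeq2 gave 2 in capEC, 4 in vcapEC, 11 in all ECs and 5 in microglia; limma-voom with sample weights 0 in aEC1, 0 in vcapEC, 1 in microglia and 0 in astrocytes; genes found in 10% of cells 0 in aEC1, 0 in vcapEC and 0 in astrocytes; 2 groups in the fit 0 in aEC1, 0 in vcapEC and 1 in astrocytes; ECs with other types' markers left out 0 in vcapEC. Limma on mean ln values gave 0 in aEC1, 0 in vcapEC and 0 in astrocytes, and with the block 23 in aEC1, 3 in aEC2, 17 in capEC, 25 in vcapEC, 7 in vEC, 71 in all ECs, 31 in microglia, 1 in astrocytes and 5 in smooth muscle cells, and 5 for exenatide in microglia. For genes found in 10% of cells and limma on mean ln values, the tested genes are fewer by construction; otherwise the cause was not tested. RLE size factors, mitochondrial and ribosomal genes left out and FDR with no *lnFC* limit gave the same 18 numbers of DEGs as the planned fit. In avEC, aEC2 and vEC of 1 library, leaving out ECs with other types' markers left under 10 cells, and that library was not in their fit.

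The hurdle test over single cells called 843, 873, 975, 669, 643, 91, 836, 560, 614 and 258 DEGs by FDR and 155, 136, 404, 155, 74, 11, 801, 556, 562 and 51 by Bonferroni adjustment with age, and with exenatide 663, 393, 370, 608, 215, 25, 333 and 345 and 67, 40, 29, 160, 21, 9, 316 and 299 (aEC1 to microglia). It takes cells for replicates, which by construction leaves the differences between libraries out of its error. Of the 12 counts over subtypes above, in the same order with capEC up and down last, it gave 1980, 1176, 1051, 1002, 338, 215, 929, 493, 436, 253, 113 and 140 by FDR and 556, 146, 210, 209, 56, 36, 346, 223, 123, 224, 148 and 76 by Bonferroni adjustment.

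With equal numbers of cells in aEC1, aEC2, capEC, vcapEC and vEC, edgeR with the replicate block called a median of 17, 10.5, 11, 9 and 11 DEGs, and without it 1, 0, 0, 0 and 0. The hurdle test called 357, 462, 323, 144 and 402 by FDR and 34, 50, 30, 28 and 38 by Bonferroni adjustment. With equal UMIs per cell as well, it called 29, 36, 38, 34 and 35 and 10, 9, 8, 9 and 9. The order of the subtypes changed with the numbers of cells drawn. By FDR, capEC led in the hurdle test on all cells, and aEC2 by the median on equal cells. By FDR, vcapEC stayed below capEC on all cells and by the median on equal cells, where their draws overlapped (115 to 210 and 138 to 492). Thinning the cells to one depth also lowers the number of genes tested (2650 to 802 in capEC), so that fewer DEGs follow by construction, and how far depth limits the comparison between subtypes cannot be read from it.

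In each setting without 1 library (leave-one-out), aEC1 had 0 to 1 DEGs, vcapEC 0 to 1 and astrocytes 0 to 2; the other counts stayed at 0 in edgeR. The DEG of aEC1 was lost without young adult library 1 or 4 or aged library 2, that of vcapEC without any one library other than treated library 1, and both of astrocytes without young adult library 1 or 4, aged library 2 or 4, or treated library 1 or 4. Of 260 pairs of a named gene and a group, 0 to 35 changed sign when a library was left out, none of them called; the most did without aged library 2 (35), aged library 4 (25) and young adult library 1 (22). Signs also changed for 17 pairs under limma-voom with sample weights, 11 of 221 with ECs with other types' markers left out, 3 with *lnFC* of means over single cells and 2 with no low-count filter, and for none under RLE size factors, DESeq2, 2 groups or mitochondrial and ribosomal genes left out. Fewer libraries are the construction of leave-one-out; for the rest the cause was not tested.

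For capEC genes at unadjusted p under 0.01, 90.0% had opposite signs with age and exenatide, and 81.5 to 90.9% in leave-one-out, with 84.1% with the block, 90.0% by RLE size factors and 87.5% by limma-voom. Of downregulated ones, 95.5% did; 88.2 to 100.0% in leave-one-out, 100.0% by limma-voom with sample weights, 58.8% by the hurdle test over single cells and 64.6% with Bonferroni adjustment. Of upregulated ones it was 83.3% (66.7 to 86.4% in leave-one-out). Across genes, which are not independent replicates, *r*2 was 0.535, 0.440 to 0.831 in leave-one-out (the highest without aged library 4), and 0.196 and 0.267 in the hurdle sets. With disjoint aged libraries the values fell to 53.0% of upregulated and 42.7% of downregulated genes and an *r*2 of 5.4e-04. In the hurdle set of all directions, 65.3% had opposite signs by FDR, 69.9% by Bonferroni adjustment, 49.8% with disjoint aged libraries, and 45.3% with disjoint aged libraries and genes called in 2 batches. The values with disjoint libraries are unweighted means over choices that held unequal numbers of genes. A disjoint design by construction removes the shared aged libraries, and it also uses fewer libraries for each change.

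The camera p of the nuclear respiratory chain and ATP synthase genes with age was 7.0e-05 in EC and 9.1e-05 in capEC. By fry it was 0.391 and 0.347, and by camera at the estimated correlation 0.348 and 0.311, because the genes vary together more than the preset value assumes. With mitochondrial and ribosomal genes left out it was 7.1e-05 and 1.7e-04. Over 248 tests of lists, 71 lost the threshold by fry and 60 by the estimated correlation, against 1 of 236 with mitochondrial and ribosomal genes left out.

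The difference in the share of vcapEC, -11.8 points from young adult to aged libraries, ranged from -17.8 to -7.60 points over shares of pooled cells and each library left out, and kept its direction. For capEC, whose difference was 0.0931 points, it ranged from -3.64 to 2.46 points. No result past its threshold changed direction in any setting that was run.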

Differences from the paper's values

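The tests with Bonferroni adjustment, with a batch left out of the fit with the replicate block, with equal numbers of cells in the hurdle test and of microglial genes singly were chosen only after the values had been seen. Of 44 values of the paper that were also computed, 24 lay within 1.5 times or 1 SD of those found here, among them all 20 counts of cells, which were equal; the other 20 follow.

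The paper's numbers of DEGs between aged and young adult mice are 325, 150, 146, 124, 68 and 11 in capEC, vcapEC, aEC1, aEC2, vEC and avEC. Here, edgeR called 0, 1, 1, 0, 0 and 0 with 177, 199, 238, 166, 131 and 60 genes at unadjusted p under 0.05. In simulated capEC with batch differences, this fit without the batch term recovered 0% of genes changed 2-fold. Its low counts thus do not show that the genes of the paper are unchanged. None of the 20 alternatives set before the data were examined comes within 1.5 times of the paper in any of the 6 subtypes. The replicate block gave 14, 32, 43, 19, 12 and 0, DESeq2 2, 4, 1, 0, 0 and 0, limma-voom with sample weights 0, 0, 0, 0, 0 and 0, no low-count filter 4, 12, 6, 2, 2 and 1, and RLE size factors, genes found in 10% of cells, 2 groups in the fit, mitochondrial and ribosomal genes left out, ECs with other types' markers left out, no limit on *lnFC* and each library left out 0 to 1 in each subtype; the hurdle test over single cells by FDR gave 975, 669, 843, 873, 643 and 91. With Bonferroni adjustment, which was chosen after seeing the values, the hurdle test gave 404, 155, 155, 136, 74 and 11, each within 1.5 times of the paper's. With equal numbers of cells per subtype, a combination also chosen after seeing the data, its FDR version came within 1.5 times of the paper in capEC (323) and vcapEC (144) and not in aEC1 (357), aEC2 (462) or vEC (402). The fit with the replicate block and batch 2 left out, also chosen after seeing the values, gave 104 in aEC1.

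For the overlap of DEGs between subtypes, the paper's counts are 469 unique DEGs, 103 DEGs of a subtype that were no DEGs of all ECs, 192 DEGs shared by several subtypes, 191 shared DEGs of 1 direction, 55 up in at least 3 subtypes, 34 down in at least 3, 278 in 1 subtype, 195 up in 1 subtype, 83 down in 1 subtype, 163 in capEC alone, 120 up in capEC alone and 43 down in capEC alone. The counts here, in the same order, were 2, 2, 0, 0, 0, 0, 2, 2, 0, 0, 0 and 0 by edgeR. Of the alternatives set before the data were examined, the replicate block differs from the paper in all 12 (75, 36, 23, 23, 7, 6, 52, 30, 22, 1, 1 and 0), and the hurdle test by FDR in all (1980, 1176, 1051, 1002, 338, 215, 929, 493, 436, 253, 113 and 140) but DEGs up in capEC alone. With Bonferroni adjustment, chosen after seeing the values, the hurdle test came within 1.5 times of the paper in 11 of the 12 (556, 146, 210, 209, 56, 36, 346, 223, 123, 224, 148 and 76), all but DEGs down in capEC alone, for which no setting did.

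In capEC, the paper's share of downregulated genes reversed by exenatide is 63.4%, against 95.5% here for genes at unadjusted p under 0.01. Among the alternatives set before the data were examined, it does not differ by more than 1.5 times under the replicate block (91.3%), without treated library 1 (88.2%) or 2 (95.0%), by the hurdle test (58.8%) and with disjoint aged libraries (42.7%). It differs under RLE size factors (95.2%), limma-voom with sample weights (100.0%), mitochondrial and ribosomal genes left out (95.5%), without each young adult or aged library (100.0% each) and without treated library 4 (95.5%). Bonferroni adjustment of the hurdle test, chosen after seeing the values, gave 64.6%.

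The paper's *r*2 of these changes in capEC is 0.27, against 0.535 here, across genes, which are not independent replicates. Of the alternatives set before the data were examined, only the hurdle test by FDR does not differ (0.196). The replicate block (0.487), RLE size factors (0.548), limma-voom with sample weights (0.511), mitochondrial and ribosomal genes left out (0.546), each library left out (0.440 to 0.831) and disjoint aged libraries (5.4e-04) do. The hurdle test with Bonferroni adjustment, chosen after seeing the values, gave 0.267.

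The paper ranks capEC first in DEGs. With the replicate block, edgeR called 43 in aEC1, 32 in vcapEC, 19 in aEC2 and 14 in capEC, an order that changed when a batch was left out. Without the block it called 0 in capEC (177 genes at unadjusted p under 0.05) and 1 in aEC1. The hurdle test ranked capEC first on all cells by both adjustments, and aEC2 first by the median on equal numbers of cells by FDR.

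Of 216 pairs of a gene that the text calls higher or lower with age and a group in which it was tested here, 213 had that direction. The other 3 were *Slc2a1* in vEC (*lnFC* 0.040) and *Tgfb2* in aEC1 (-0.014) and aEC2 (-0.15), subtypes for which the text states no direction of these genes, so they do not contradict it. EdgeR called 0 of the pairs as DEGs (43 at unadjusted p under 0.05) and 31 with the replicate block, whereas the hurdle test called 185 by FDR and 157 by Bonferroni adjustment, the latter chosen after seeing the values. Of 6 microglial genes that the paper reports as attenuated by exenatide, 4 had the opposite sign, and fewer had it with the batch term. Of the 4, *Cd52* and *Timp2* stayed near their aged level, while *Ccl6* and *Cd9* fell by more than their SE. *Apoe* and *Ccl4* did not have the opposite sign, with an exenatide *lnFC* of 3.7e-04 and 0.045.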

Other observations

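Chosen only after the results had been seen were the tests of the fall of *Sparc*, *Cst3*, *Mt1*, *Mt2* and *Tsc22d3*, of free RNA against the number of cells, of batch differences, of the share of vcapEC and of the lead of capEC, and the values of oligodendrocytes and of treated against young adult mice; the other tests were planned.

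Free RNA was estimated from marker genes of one cell type in the sums of another, as a percentage of their level in their own type. This estimate does not separate free RNA from doublets. EC markers in microglia stood at 2.78 ± 1.25, 1.18 ± 0.659 and 2.40 ± 0.278% in young adult, aged and treated mice (mean ± SD, n = 3), lower in aged mice in 3 of 3 batches (exact p = 0.200) and higher with exenatide in 3 (exact p = 0.100). Microglial markers in ECs stood at 1.30 ± 0.303, 0.729 ± 0.532 and 1.35 ± 0.182%, lower in 3 of 3 batches and higher with exenatide in 2, both with an exact p above 0.05 and above those of EC markers in microglia. In the fit with the replicate block, microglial markers in ECs had a median *lnFC* of -0.66 with age and 0.65 with exenatide, EC markers in microglia -0.77 and 0.63 and astrocyte markers in microglia -0.47 and 0.44. By fry, p was 0.0662 and 0.0734, 0.00960 and 0.0165, and 0.0477 and 0.0607. Markers of oligodendrocyte precursor cells in ECs were not higher on average with exenatide. Whether free RNA adds to the share of opposite signs stays open.

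The number of cells in a library is a candidate explanation, because more loaded cells release more RNA. Over the 9 libraries, EC markers in microglia rose with it, with a Spearman rho of 0.9 (permutation p = 0.00203, 0.0122 after Benjamini-Hochberg adjustment over 6 relations) and a Pearson *r* of 0.951 (permutation p = 5.3e-04, adjusted 0.00319), 0.798 without the 2 libraries farthest from the mean. For EC markers in astrocytes, microglia markers in ECs, microglia markers in astrocytes, astrocyte markers in ECs and astrocyte markers in microglia, in this order, rho was 0.75, 0.633, 0.4, 0.65 and 0.667 (adjusted permutation p 0.0765, 0.0912, 0.291, 0.0912 and 0.0912) and *r* 0.816, 0.727, 0.656, 0.673 and 0.849 (adjusted permutation p 0.0117, 0.0368, 0.0599, 0.0542 and 0.0117); without the 2 farthest libraries *r* was 0.544, 0.713, 0.481, 0.498 and 0.544. Before adjustment, the permutation p of rho was 0.0255, 0.0760, 0.291, 0.0666 and 0.0589 and that of *r* 0.00583, 0.0245, 0.0599, 0.0452 and 0.00433. The aged library has the fewest cells in each batch, so that age and the number of cells are confounded, and whether age itself lowers free RNA was not tested.

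Of the genes lower in aged ECs of several subtypes, a lower amount of free RNA is a candidate source for microglial ones. In all ECs without the block, fry gave microglial markers a p of 0.0210, but 0.289 for those of astrocytes, 0.682 for oligodendrocytes and 0.872 for choroid plexus, and these 3 cannot be told apart from no change with 3 libraries per group. Free RNA was therefore subtracted from *Sparc*, *Cst3*, *Mt1*, *Mt2* and *Tsc22d3* in 3 batches (15 pairs, all lower in aged ECs). As first run, with the oligodendrocytes of each library among the sources, a median of 63.2% of the fall was left and 10 of 15 pairs still fell, but the values ran from -2996 to 517% because free RNA came to as much as 713% of a gene's level, which is impossible. With oligodendrocytes left out, 91.5% was left (33.3 to 99.7%), and with their profile taken from batch 4 92.3% (33.2 to 100.4%); all 15 pairs still fell in both versions, which were chosen after the first. For *Cst3* the median left was 32.1, 36.9 and 36.4% in the 3 versions. Free RNA may thus account for most of the fall of *Cst3*; for the other genes the versions leave most of the fall, but as they disagree and the versions with oligodendrocytes rest on a mixed profile, the part due to free RNA stays open, as does age.

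The first version failed on the cells annotated as oligodendrocytes in batch 2 (88, 41 and 45 cells in the young adult, aged and treated library). Their sums had 669, 1306 and 1132 CPM of *Cldn11*, and at most 6.20 CPM of *Mbp*, *Mog*, *Mag* and *Mobp*, while those of batch 4 had 1609, 2123 and 2353 CPM of *Mbp*. The genes that lead in them over all other types, chosen after their values were seen, were *Prg4*, *Dapl1*, *Rspo3*, *Cldn11*, *Igfbp6*, *Slc47a1*, *Nov*, *Penk*, *Lypd2* and *Col25a1*. In the oligodendrocytes of batch 4 these genes had a mean of 43.6 to 1677 CPM, so the profile of batch 4 holds them too, and the version that uses it does not remove the fault. No explanation was tested.

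When single cells are replicates, capEC has the most DEGs. That it has fewer cells than vcapEC (1587 and 697 against 3122 and 801 in young adult and aged mice) argues against the number of cells as the source of its lead over vcapEC, which had 669 DEGs against 975 by FDR and 155 against 404 by Bonferroni adjustment. Its lead over aEC1, aEC2 and vEC, which have fewer cells, may follow from that number. With equal numbers of cells, the hurdle test by FDR called a median of 357, 462, 323, 144 and 402 in aEC1, aEC2, capEC, vcapEC and vEC. The median of capEC thus came after those of aEC2, vEC and aEC1, but their draws overlapped with its own (138 to 492). By Bonferroni adjustment the medians were 34, 50, 30, 28 and 38. With equal UMIs per cell too, capEC had 38 against 29, 36, 38, 34 and 35 in the 5 subtypes, differences too small to rank; depth and biology cannot be told apart there.

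The calls of edgeR in ECs that appear with the replicate block go with batch differences that libraries of one number share. In all ECs, capEC and microglia, the lowest correlation between the deviations of 2 libraries of one number, across genes, which are not independent replicates, was 0.363, above 0 in every pair.

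Whether exenatide moves expression toward the young adult level was tested by the share of opposite signs in capEC. Because both changes share the aged libraries, they are opposite in part by construction: 5 of 8 arrangements of the labels gave a share as high, and without shared libraries 49.8% of the genes had opposite signs. By the same procedure the ageing change kept its sign in 55.1% of the genes, so this test has little power, and an effect of exenatide in capEC cannot be told apart from the sharing of aged libraries. In microglia, with genes at unadjusted p under 0.01 and the block, 85.5% were opposite, and 1 of 8 arrangements, the true one, was as high. By this share the true one stood alone in no other of the 8 groups. For the DEGs of the same fit in microglia the share was 70.3%, and another arrangement reached 78.9%. In the hurdle test's FDR set of microglia, which held 2073 of the 2080 genes tested, 6 of 8 arrangements were as high. By *r*2 in the sets at unadjusted p under 0.01 with the block, across genes, which are not independent replicates, the true arrangement stood highest in aEC1 (0.593, the highest other 0.580), vcapEC (0.533, the highest other 0.524), all ECs (0.38, the highest other 0.322) and microglia (0.52, the highest other 0.497), but not in aEC2, capEC, vEC and avEC. Simulated with no exenatide effect and ageing changes scaled by 0.5, the median *r*2 was 0.666, 0.674, 0.560 and 0.627 in aEC1, vcapEC, all ECs and microglia. Unscaled, it was 0.392, 0.420, 0.310 and 0.335. In microglia, 19 of 20 draws at 0.5 and 0 of 20 unscaled had a share as high as observed. With 8 arrangements no share under 1 of 8 can be reached.

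Treated aged mice differed from young adult mice in 48, 21, 36, 37, 17, 4, 152 and 50 DEGs with the block in aEC1, aEC2, capEC, vcapEC, vEC and avEC, all ECs and microglia (865, 762, 881, 889, 541, 302, 1670 and 974 genes at unadjusted p under 0.05), and in 1, 0, 0, 1, 0, 0, 0 and 0 without it. In all ECs 106 were up and 46 down.

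Immediate-early genes higher in aged ECs may come from a dissociation response of the whole library. The list of such genes had a median *lnFC* of 0.22 in the EC sums (18 of 21 higher; a p of 0.00351 by camera and 0.288 by fry), -0.076 in microglia and -0.32 in astrocytes, so that it did not rise in each cell type. Cell types can respond to dissociation apart, and this response and age cannot be told apart by these lists.

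The lower share of vcapEC in aged libraries could follow from depth. A loss of cells with few UMIs to other subtypes is argued against, because the aged library had fewer UMIs per EC than the young adult one in 0 of 3 batches (medians of 2461, 1209 and 1748 against 1893.5, 1002 and 1269 in batches 1, 2 and 4). Whether cells with many UMIs were assigned to other subtypes stays open: over the 9 libraries the relation of the share to the UMIs per EC had a Spearman rho of 0.233 (permutation p = 0.552) and a Pearson *r* of 0.323 (permutation p = 0.404; 1 relation tested), -0.658 without the 2 libraries farthest from the mean, and within batches 1, 2 and 4 rho was 0.5, -0.5 and -1. The sign changes between batches of 3 libraries, so a lower share at more UMIs and age cannot be told apart.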
